# Evolutionary transition between invertebrates and vertebrates via methylation reprogramming in embryogenesis

**DOI:** 10.1093/nsr/nwz064

**Published:** 2019-05-24

**Authors:** Xiaocui Xu, Guoqiang Li, Congru Li, Jing Zhang, Qiang Wang, David K Simmons, Xuepeng Chen, Naveen Wijesena, Wei Zhu, Zhanyang Wang, Zhenhua Wang, Bao Ju, Weimin Ci, Xuemei Lu, Daqi Yu, Qian-fei Wang, Neelakanteswar Aluru, Paola Oliveri, Yong E Zhang, Mark Q Martindale, Jiang Liu

**Keywords:** DNA methylation, evolution, development, reprogramming

## Abstract

Major evolutionary transitions are enigmas, and the most notable enigma is between invertebrates and vertebrates, with numerous spectacular innovations. To search for the molecular connections involved, we asked whether global epigenetic changes may offer a clue by surveying the inheritance and reprogramming of parental DNA methylation across metazoans. We focused on gametes and early embryos, where the methylomes are known to evolve divergently between fish and mammals. Here, we find that methylome reprogramming during embryogenesis occurs neither in pre-bilaterians such as cnidarians nor in protostomes such as insects, but clearly presents in deuterostomes such as echinoderms and invertebrate chordates, and then becomes more evident in vertebrates. Functional association analysis suggests that DNA methylation reprogramming is associated with development, reproduction and adaptive immunity for vertebrates, but not for invertebrates. Interestingly, the single HOX cluster of invertebrates maintains unmethylated status in all stages examined. In contrast, the multiple HOX clusters show dramatic dynamics of DNA methylation during vertebrate embryogenesis. Notably, the methylation dynamics of HOX clusters are associated with their spatiotemporal expression in mammals. Our study reveals that DNA methylation reprogramming has evolved dramatically during animal evolution, especially after the evolutionary transitions from invertebrates to vertebrates, and then to mammals.

## INTRODUCTION

The invertebrate-to-vertebrate transition was a major event during the evolution of the animal kingdom. Vertebrates and invertebrates have several major morphological transitions. One main difference between vertebrates and invertebrates is that vertebrates have a backbone or spinal column, and invertebrates do not. In addition, vertebrates have an endoskeleton that is comprised of mineralized tissue in the form of bone and cartilage, while the majority of invertebrates have a non-cartilaginous exoskeleton. In addition, the central nervous system develops at the dorsal side of the vertebrate body, but ventrally in insects and many other invertebrates [1]. However, the underlying molecular mechanisms corresponding to these huge morphological differences during the invertebrate-to-vertebrate transition are virtually unknown.

At the molecular level, it has been found that whole-genome duplication (WGD) occurs during invertebrate-to-vertebrate transition [2]. Ohno stressed the contribution of gene duplication to the invertebrate-to-vertebrate transition [2]. The existence of multiple copies for many types of genes in vertebrate genomes support the hypothesis of WGD, such as the well-known HOX gene clusters. WGDs are believed to have provided the innovation and raw material for the origination of vertebrates [3]. However, WGDs also bring challenges for the genome to be properly regulated. Until now, the underlying regulatory mechanism has not been clearly identified.

Cytosine methylation (5mC) is an epigenetic modification that is largely restricted to CpG dinucleotides in animals [4]. CpG methylation serves multiple critical functions in the regulation of gene expression, genomic imprinting, transposon silencing and X-chromosome inactivation [4–6]. The genomic distribution of CpG methylation diversifies largely between different clades [7]. In vertebrates such as zebrafish, mice and humans, CpG methylation occurs nearly throughout the entire genome with exceptions in CpG-rich regions such as CpG islands [8–10], whereas invertebrates either lack cytosine methylation modification, such as worms and fruit flies, or show ‘mosaic’ methylation patterns, such as sea anemone, honey bee and sea squirt [9,11].

Sperm and oocytes are highly distinct and specialized cell types. Although they equally contribute genomic DNA to the zygote, their epigenetic states are highly asymmetric [12]. In both zebrafish and mammals, the global extent and distribution of 5mC in sperm is very different from that in oocytes [13–18]. The asymmetric methylomes of sperm and oocytes are then reprogrammed to equivalent states soon after fertilization. However, zebrafish and mammals have remarkably different reprogramming strategies [12]. In zebrafish, the paternal methylome is stably inherited, whereas the maternal methylome undergoes substantial remodeling to match the paternal methylome [14,15]. In contrast, in mammals, both parental genomes undergo extensive genome-wide demethylation [16–20]. These studies show that even between vertebrates, DNA methylation reprogramming strategies are surprisingly different. The different strategies may reflect the underlying developmental programs of mammals and fish. Therefore, we are curious about the methylation dynamics in invertebrates, which have dramatically different body plans.

HOX genes have a wide phylogenetic distribution within metazoans [21,22] and control morphologies on the main body axis of nearly all metazoans [23,24]. It is believed that changes in the HOX code might be causative for evolutionary novelties [25]. Invertebrates only have one set of HOX genes [22]; in contrast, vertebrates have multiple sets of HOX genes, which enable the increased morphological complexity of vertebrates [22,26,27]. Previous studies have illustrated that all HOX gene clusters in zebrafish are initially unmethylated in sperm and hypermethylated in oocytes, and eventually reprogram to an unmethylated pattern upon the mid-blastula transition (MBT) stage, when cell differentiation and segmentation are initiated [14,15]. It remains unclear whether and how DNA methylation plays roles in regulating HOX clusters before and after WGD.

To address these questions, we compared DNA methylomes for sperm, oocytes and early embryos from four invertebrate and three vertebrate species, and systematically analyzed the reprogramming of parental methylomes during metazoan evolution. Our findings have major implications for our understanding of the evolutionary transitions from invertebrates to vertebrates, and then to mammals, from the viewpoint of DNA methylation reprogramming during embryogenesis.

## RESULTS

### Single-base resolution DNA methylomes of gametes and early embryos in invertebrates

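In WGBS, bisulfite converts unmethylated cytosines, which are then read as thymines, while methylated cytosines are still read as cytosines. The authors deposited methylation calls for 22 samples of 4 invertebrates, and each set of calls lists, for every covered CpG, the number of reads with and without methylation. For sea anemone, the calls are from sperm, oocytes, cleavage embryos, blastulae and gastrulae sampled in Florida, and from sperm, cleavage embryos and blastulae sampled in Massachusetts. For honey bee, they are from sperm, oocytes, and blastoderm and gastrula embryos of workers and of drones. For sea urchin, they are from sperm, oocytes, cleavage embryos and blastulae, and for sea squirt from sperm, oocytes, cleavage embryos and gastrulae. The authors trimmed the reads with Trimmomatic, aligned them with Bismark to the assembly of each species, removed duplicates, clipped overlapping read pairs and counted the reads of each CpG over both strands. The sample labels give 2 replicates for every stage of honey bee and sea urchin, and 3 for every stage of sea squirt except gastrula, which has 2, and the deposited counts pool them. Each stage thus has 1 set of counts, and differences computed from the counts have no replicate check. For sea anemone cleavage and gastrula from Florida, the labels give 2 replicates while Supplementary Table S1 lists 1 sample each. The number of reads over CpGs ranged from 47356912 in honey bee oocytes to 601450469 in honey bee worker gastrula. The median number of reads per covered CpG lay between 9 and 48 in sea anemone, between 5 and 60 in honey bee, between 9 and 22 in sea urchin and between 21 and 50 in sea squirt. Global methylation levels were computed as in the paper's methods, as the mean over all CpGs with at least 1 read, minus the bisulfite non-conversion rate of Supplementary Table S1. Comparisons between stages were made over CpGs with at least 5 reads in both, without this subtraction. The 95% binomial confidence intervals, by the normal approximation, cover counting error only.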

To investigate the evolution of inheritance and reprogramming of parental methylation patterns, we performed whole-genome bisulfite sequencing (WGBS) to get DNA methylomes of sperm, oocytes and early embryos from sea anemone (*Nematostella vectensis*), honey bee (*Apis mellifera*), sea urchin (*Strongylocentrotus purpuratus*) and sea squirt (*Ciona savignyi*) (Supplementary Table S1). Previous studies have reported methylomes for the somatic tissues of sea anemone, honey bee and sea squirt at single-base resolution. The global methylation levels of our data are similar to those studies (Supplementary Table S1) [9,11]. We also included the published methylomes of gametes and early embryos from three vertebrates, including zebrafish (*Danio rerio*), mouse (*Mus musculus*) and human (*Homo sapiens*) [14,18,28]. We used these species, representing major animal branches, to explore the conservation and divergence of DNA methylation during evolution (Fig. 1a).

**Figure 1.**
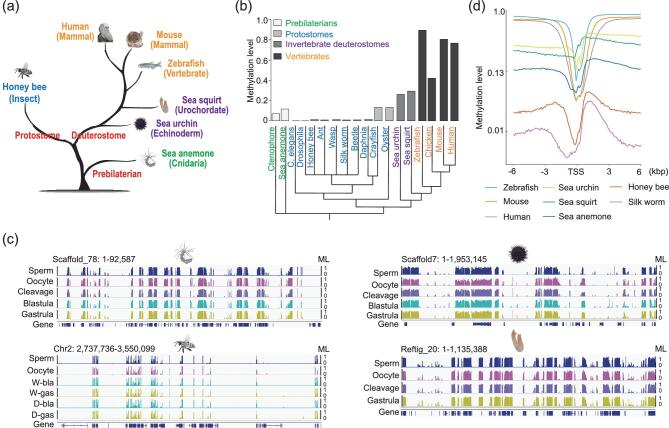
Conservation and divergence of global methylation patterns in animals. (a) Evolutionary tree of animal species used in this study. (b) Global average methylation levels across different animals. Cluster under bars represents evolutionary tree of animals which is derived from the Time Tree (http://timetree.org/). (c) Genomic snapshots (IGV) displaying mosaic methylation pattern in invertebrates. ‘W’ means worker bee. ‘D’ means drone bee. ‘bla’ means blastoderm. ‘gas’ represents ‘gastrula’. Vertical line height indicates the methylation level (ML). (d) Variation of methylation levels across 6 kb upstream and downstream of transcription start sites (TSSs) in sperm (methylation levels were calculated for every 100-bp bin).

First, we explored the global methylation levels of sperm or somatic tissues in animals, including our data and the previously published data (Fig. 1b). 

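In sea anemone sperm from Florida, the mean methylation level over 8361571 CpGs was 0.108 after subtraction of a non-conversion rate of 0.008. In sperm from Massachusetts, it was 0.121 over 8008669 CpGs after subtraction of 0.009. Leaving out the subtraction moved the level of the Florida sperm most among the alternatives tried, to 0.116. With at least 5 reads per CpG, the binomial intervals reached 2.11e-05 to either side for the Florida and 4.32e-05 for the Massachusetts sperm.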

The genomes of pre-bilaterians, such as sea anemone and ctenophore [29], have low global methylation levels around 0.10 (the methylation level is 0.11 and 0.08 for sea anemone and ctenophore, respectively, green branches). Protostomes are either missing DNA methylation due to a lack of DNA methyltransferases, such as *Drosophila* and *Caenorhabditis elegans* [9,11], or have rare DNA methylation abundance (methylation level ∼0.01) as seen in honey bee, ant [30], wasp [31], silkworm [32], beetle [33] and daphnia, or have methylation levels ∼0.15 such as marbled crayfish [34] and oyster [35] (Fig. 1b, blue branches). 

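Honey bee sperm had a mean methylation level of 0.0138 over 9897257 CpGs, and of 0.00627 after subtraction of a non-conversion rate of 0.0075. The binomial interval of this level reached 1.05e-05 to either side over CpGs with at least 5 reads.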

The methylation levels are ∼0.25–0.30 for invertebrate deuterostome sea urchin and sea squirt (Fig. 1b, purple branches). 

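The mean methylation level was 0.255 in sea urchin sperm over 14107651 CpGs, and 0.287 in sea squirt sperm over 4101206 CpGs, each after subtraction of a non-conversion rate of 0.007. The binomial intervals reached 2.87e-05 and 4.10e-05 to either side over CpGs with at least 5 reads. When reads were pooled over CpGs in place of the mean over CpGs, the level before subtraction was 0.259 in sea urchin sperm and 0.224 in sea squirt sperm. In sea squirt sperm, the 2.58% of CpGs with more than 5 times the median depth held 24.6% of all reads, and their pooled level was 0.153.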

For vertebrates, global CpGs show medium levels of methylation (0.42) in chicken [36], or are highly methylated (methylation level > 0.75) in zebrafish and mammals (Fig. 1b, yellow branches). These observations clearly show the divergences of DNA methylation across animals.

Second, we observed a mosaic characteristic of invertebrate methylomes for both gametes and embryos, which means that the patterns of their genomes are composed of highly methylated regions interspersed with unmethylated regions (Fig. 1c). This observation is consistent with previous studies [9,11]. 

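The genome of each species was divided into 1000-bp windows, and windows with at least 5 CpGs of at least 5 reads were called unmethylated below a level of 0.2 and methylated above 0.8. In the 8 sets of calls of sea anemone, 73.1% to 76.2% of windows were unmethylated and 13.8% to 16.6% were methylated. Of the windows in honey bee, 95.6% to 98.1% were unmethylated and 0.217% to 0.895% methylated. The shares in sea urchin were 57.9% to 60.0% unmethylated and 16.2% to 24.2% methylated, and those in sea squirt were 52.9% to 53.6% unmethylated and 23.0% to 35.0% methylated. In every species, a methylated window was followed by another more often than the overall share, although seldom in honey bee. The window after a methylated one was methylated in 70.3% to 73.5% of cases in sea anemone, while 13.2% to 15.6% of all such next windows were. In honey bee, these shares were 4.62% to 10.0% after a methylated window against 0.114% to 0.746% overall. Sea urchin had 58.1% to 70.2% against 15.5% to 23.7%, and sea squirt had 61.9% to 82.1% against 22.9% to 35.1%. Bounds of 0.1 and 0.9 moved these shares most in sea squirt, where they lowered the mean share of methylated windows from 29.6% to 6.82%. The honey bee region of Fig. 1c on chromosome 2, from 2737742 to 3550070, had levels between 0.0160 and 0.0209 in the 6 sets of calls. The sea urchin region on Scaffold7, from 85 to 1953079, had levels between 0.274 and 0.304 in the 4 sets of calls. The sea squirt and sea anemone regions of Fig. 1c were not analysed here.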

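Windows called methylated in sperm were followed through the other stages of the same species, each time over the windows that the stage shares with sperm, so that the sets of windows differ between stages. Of 38974 such windows in sea anemone sperm from Florida, 90.3% were methylated in oocytes and 0.0898% were unmethylated there. In embryos from Florida, 88.3% of 38037 windows were methylated at cleavage, 92.0% of 40460 at blastula and 91.6% of 40384 at gastrula. In honey bee, 59.5% of 440 windows were methylated in oocytes, a smaller set than in the embryos, with 86.0% of 1814 in worker blastoderm, 83.8% of 1841 in worker gastrula, 87.8% of 1753 in drone blastoderm and 85.3% of 1795 in drone gastrula. In sea urchin, 55.7% of 118832 windows were methylated in oocytes, 83.6% of 136948 in cleavage embryos and 78.5% of 133172 in blastulae. For sea squirt, the shares were 65.1% of 46866 windows in oocytes, 84.4% of 48213 in cleavage embryos and 84.8% of 47591 in gastrulae. The windows that left the methylated class were mostly intermediate: 0.410% in sea urchin oocytes and none of the 46866 in sea squirt oocytes were unmethylated. The mean level of the sperm-methylated windows was 0.788 in oocytes against 0.883 in sperm for sea urchin, and 0.816 against 0.890 for sea squirt. Windows chosen for a high level in sperm tend to lie lower in other sets of calls by that choice alone. In sea urchin cleavage embryos, their mean level was 0.859, although over shared CpGs the level was 0.2623, against 0.2619 in sperm. Part of each drop from sperm was thus fixed by the choice of windows. Windows unmethylated in sperm were unmethylated in at least 93.8% of cases in every other set of calls, the lowest share being that of Massachusetts cleavage embryos against Florida sperm. Pearson correlation coefficients of window levels, which are across windows that are not independent replicates, were 0.985 to 0.998 for pairs of sea anemone stages from Florida, 0.976 to 0.991 for pairs from Massachusetts and 0.915 to 0.967 for pairs across the populations. They were 0.937 to 0.993 in honey bee, 0.958 to 0.9753 in sea urchin and 0.9904 to 0.996 in sea squirt.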

Our data further show that the mosaic pattern persists throughout the gametes and early embryos in sea anemone, honey bee, sea urchin and sea squirt (Fig. 1c).

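Methylation levels of single CpGs were examined where at least 5 reads were available. In sea anemone, 78.8% to 85.4% of CpGs had a level at or below 0.1, 5.00% to 7.56% had a level above 0.9 and 7.08% to 14.0% lay between. In honey bee, 95.4% to 98.8% of CpGs were at or below 0.1 and 0.159% to 0.494% were above 0.9. Between these bounds lay 4.46% of CpGs in honey bee oocytes and 0.815% in sperm, and over all CpGs with at least 1 read, the median depth was 5 reads in oocytes and 49 in sperm. In sea urchin, 65.6% to 66.3% were at or below 0.1, 9.72% to 16.5% above 0.9 and 17.2% to 24.3% between. In sea squirt, 63.4% to 64.1% were at or below 0.1, 9.94% to 17.7% above 0.9 and 18.9% to 25.9% between. In both sea urchin and sea squirt, oocytes had the fewest CpGs above 0.9 and the most between the bounds. A minimum of 1 read moved the mean share above 0.9 in sea urchin from 13.9% to 15.3%, the largest change of that share among the species.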

Third, we plotted the fraction of all CpGs with different methylation levels in invertebrates, showing that CpGs have a bimodal distribution where they are either fully methylated or unmethylated in all stages (Supplementary Fig. S1a), which is consistent with the previous observations in vertebrates [8,14]. 

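The number of CpGs per 1000-bp window was set against the methylation level of the window in each set of calls. Pearson correlation coefficients were -0.490 to -0.469 in sea anemone, -0.301 to -0.240 in honey bee, -0.397 to -0.387 in sea urchin and -0.538 to -0.524 in sea squirt. They are across windows, which are not independent replicates. Spearman coefficients moved these values most in honey bee, from a mean of -0.288 to -0.108. For honey bee oocytes, the Spearman coefficient was 0.0353, with a sign opposite to the Pearson coefficient of -0.240, and it was -0.185 to -0.0764 in the other 5 sets of calls of honey bee.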

An inverse relationship between methylation levels and CpG densities in all invertebrates was also observed (Supplementary Fig. S1b), which is also consistent between invertebrates and vertebrates.

Fourth, we showed that promoters are consistently hypomethylated across all of the species studied, in line with previous reports [8,14,15,18] (Fig. 1d). Previous studies have shown that methylation in somatic cells preferentially targets gene body regions but not transposable elements in invertebrates, whereas vertebrates have methylation throughout the genome except for CpG islands [9,11]. Our data confirm this observation in both gametes and embryos in all invertebrates (Supplementary Fig. S2).

Taken together, our data expend previous knowledge about invertebrate methylomes in different cell types and species, and show the divergence and conservation across animals.

### Reprogramming of DNA methylomes during early embryogenesis in different species

The reprogramming of parental methylomes during early embryogenesis has been well characterized in zebrafish and mammals; however, little is known about the reprogramming of DNA methylation in invertebrates. Here, we investigated the dynamic changes of DNA methylomes of gametes and early embryos for sea anemone, honey bee, sea urchin and sea squirt. For each stage, at least two independent biological replicates were sequenced for honey bee, sea urchin and sea squirt. The methylation levels were highly correlated between replicates (Fig. 2a–d and Supplementary Table S2). The average bisulfite conversion rate (Supplementary Table S1) was 99.26% and the standard deviation was 0.14%, which indicates that the quality of our libraries is good.

**Figure 2.**
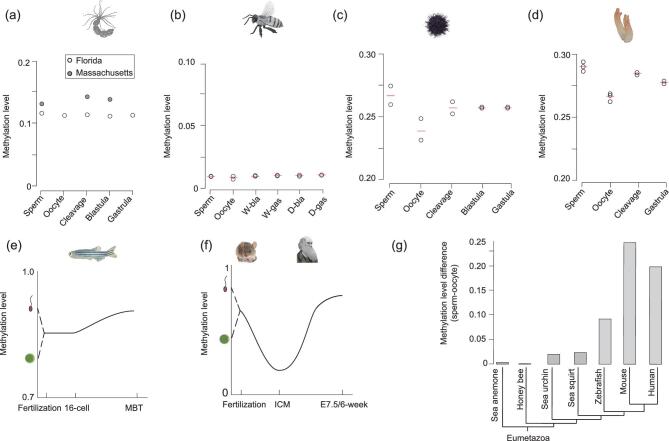
Evolution of methylation dynamic during early embryogenesis in animals. (a)–(d) The dynamics of the average methylation levels in sea anemone (a), honey bee (b), sea urchin (c) and sea squirt (d). (e) Graphic model of DNA methylation dynamics during zebrafish early embryogenesis from previous data. ‘MBT’ means midblastula transition. (f) Graphic model of the DNA methylation dynamics during mammalian early embryogenesis from previous data. ‘E7.5’ means mouse embryos 7.5 days after fertilization. ‘6-week’ means human embryos 6-weeks after fertilization. (g) Methylation level differences between sperm and oocytes for seven species. Tree topology is from the Time Tree (http://timetree.org/).

For sea anemone, two methylome data sets of gametes and early embryos sampled from Massachusetts and Florida were used in this study (Fig. 2a). The methylation levels were slightly different between these two data sets, which may have been caused by variance in their genetic backgrounds and/or their living environments. 

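Sperm from Massachusetts had a mean methylation level of 0.132 over the 6221467 CpGs with at least 5 reads in both populations, and sperm from Florida had 0.116, a difference of 0.0155 (95% binomial confidence interval 0.0155 to 0.0156). At cleavage, the levels were 0.143 in Massachusetts and 0.113 in Florida over 5336517 CpGs, a difference of 0.0292 (0.0292 to 0.0293). At blastula, they were 0.138 and 0.110 over 6158847 CpGs, a difference of 0.0284 (0.0283 to 0.0284). Reads pooled over CpGs moved the differences of the embryos most, to 0.0376 at cleavage and 0.0179 at blastula. Confidence intervals from resampling of 100-kb blocks of the genome were 0.0145 to 0.0167 for sperm, 0.0274 to 0.0311 for cleavage and 0.0267 to 0.0301 for blastula. The median number of reads per shared CpG in Massachusetts was 13 in sperm, 11 at cleavage and 15 at blastula. Each population has 1 set of counts per stage, so that the difference cannot be set against the spread between animals.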

Interestingly, the global methylation levels of sea anemone sperm and oocytes were similar, and differed from those in mammals and zebrafish. Moreover, the methylation levels of early embryos at different stages were also similar to those of the gametes in sea anemone (Fig. 2a). In addition, no significant differences in methylation level were found for various genomic elements during sea anemone embryogenesis (Supplementary Fig. S3). These results indicate that there is no significant dynamic of DNA methylation during early development in sea anemone, which is different from that in zebrafish and mammals.

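Sperm and oocytes of sea anemone from Florida shared 7165302 CpGs with at least 5 reads in both, with a mean methylation level of 0.117 in sperm and 0.113 in oocytes. The difference of 0.00381 had a 95% binomial confidence interval of 0.00377 to 0.00384. Pooling reads over CpGs moved it most, to 0.00877. Of the shared CpGs, 27.2% had a higher level in sperm and 20.7% in oocytes. Such shares can depend on read depth. Between sperm of the populations, 26.3% of shared CpGs were higher in Florida and 21.1% in Massachusetts. Florida sperm nevertheless had the lower mean level, at the greater depth. The median number of reads per shared CpG was 41 in sperm and 30 in oocytes.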

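After subtraction of the non-conversion rate, the global methylation level of sea anemone from Florida was 0.104 in oocytes, 0.104 at cleavage, 0.104 at blastula and 0.101 at gastrula. In Massachusetts, it was 0.133 at cleavage and 0.129 at blastula. Over CpGs with at least 5 reads in both stages and without subtraction, cleavage minus sperm was -0.00243 in Florida and 0.0107 in Massachusetts. Blastula minus sperm was -0.00479 in Florida and 0.00726 in Massachusetts, and gastrula minus sperm was -0.00318 in Florida. These differences depended on the weighting of CpGs. With reads pooled, blastula minus sperm was -0.00104 in Florida and 0.000562 in Massachusetts. At cleavage, pooled reads kept both signs and widened the difference in Florida. The pooled level was 0.103 at cleavage against 0.114 in sperm in Florida, and 0.140 against 0.131 in Massachusetts. With CpGs above 5 times the median depth left out as well, cleavage minus sperm in Florida was 0.000711, of the opposite sign. Both alternatives were chosen after seeing the data. The difference between the populations in this respect was not tested, as there is 1 set of counts per stage.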

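Stages were also compared in 1000-bp windows, by Fisher's exact test (2-sided) on the reads with and without methylation, over windows with at least 3 CpGs of at least 5 reads in both. A window was counted when the mean levels differed by at least 0.2 and the p-value was below 0.05 after Benjamini-Hochberg adjustment. The test compares pairs of libraries and not conditions. Between sperm and oocytes from Florida, 4698 of 264711 windows were counted, 2819 with a higher level in sperm and 1879 with a higher level in oocytes. With 500-bp windows, the number was 10234, and with a minimum difference of 0.3, it was 2029. The largest difference in favour of sperm was in the window from 319001 to 320000 on scaffold_189, with a level of 0.950 in sperm and 0 in oocytes over 12 CpGs (430 reads in sperm and 115 in oocytes, Fisher's exact test, adjusted p = 4.2e-91). The largest in favour of oocytes was in the window from 68001 to 69000 on scaffold_560, with 0.0713 in sperm and 0.964 in oocytes over 11 CpGs (exact test, adjusted p = 1.07e-45). When all sets of calls were thinned to the same number of reads, 3349 of 224035 windows differed between sperm and oocytes from Florida. Among embryos from Florida, 123 windows differed between cleavage and blastula, 129 between cleavage and gastrula and 3 between blastula and gastrula. Between cleavage and blastula from Massachusetts, 1110 windows differed. From the levels of the stages and of various genomic elements, the paper takes its results to point to no significant dynamic of DNA methylation in early sea anemone development.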

Recently, a study used sequencing of Methyl-CpG-binding domain (MBD)-biotin-based selection of CpG-methylated DNA, which can only cover a limited proportion of CpGs, to analyze the sperm, oocytes and adult drones of honey bee [37]. In our study, we provided genome-wide maps and compared the methylation levels of sperm, oocytes and early embryos of workers and drones in honey bee. 

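After subtraction of the non-conversion rate, the global methylation level was 0.00534 in honey bee oocytes, 0.00654 in worker blastoderm, 0.00613 in worker gastrula, 0.00680 in drone blastoderm and 0.00683 in drone gastrula. Without it, the levels lay between 0.0128 in oocytes and 0.0148 in drone gastrula. Over 4907961 CpGs with at least 5 reads in both, the mean level was 0.0123 in sperm and 0.0116 in oocytes, a difference of 0.000660 (95% binomial confidence interval 0.000626 to 0.000693). The sign of this difference depended on the weighting of CpGs, as it was -0.000592 with reads pooled over CpGs. In Supplementary Table S1, the paper's levels of the 2 replicates are 0.0065 ± 0.000707 (SD, n = 2) for sperm and 0.0055 ± 0.000707 (SD, n = 2) for oocytes, and an exact 2-sided permutation test of these replicates gives p = 0.667, where 0.333 is the smallest p that 2 against 2 allow. The windows test counted 208 of 175042 windows between sperm and oocytes, 171 of them higher in sperm. Oocytes had a median of 7 reads per shared CpG, and with sperm thinned to the total reads of oocytes, 8 windows were counted. Without thinning, worker and drone blastoderm differed in 7 of 214663 windows, and worker and drone gastrula in 495 of 217758.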

Our data show that the methylation levels of all stages examined are ∼0.01, which are similar to the levels of previously published methylomes in honey bee [11] (Fig. 2b and Supplementary Fig. S3).

In contrast to the situation seen in sea anemone and honey bee, dynamics of DNA methylation levels were observed from gametes to early embryos in both sea urchin and sea squirt (Fig. 2c and d). 

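The global methylation level of sea urchin was 0.234 in oocytes, 0.253 in cleavage embryos and 0.251 in blastulae. That of sea squirt was 0.264 in oocytes, 0.273 in cleavage embryos and 0.274 in gastrulae. These levels are after subtraction of non-conversion rates between 0.0055 and 0.007. With reads pooled over CpGs and before subtraction, sea squirt levels were 0.161 in oocytes, 0.190 in cleavage embryos and 0.215 in gastrulae. The calls of sea urchin blastula held 19.2 reads per CpG over the CpGs of the assembly, a number taken from Supplementary Table S1 and the other stages, while the paper's depth for blastula in that table is 10.84.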

Similar results were also observed for the methylation levels of various genomic elements (Supplementary Fig. S3), indicating that methylome reprogramming is present in both sea urchin and sea squirt. Previous studies have shown the global methylation differences between zebrafish gametes and the inheritance of the sperm methylome by early zebrafish embryos [14,15] (Fig. 2e). In mammals, the dynamics of methylation are even more dramatic, with genome-wide demethylation occurs during early embryogenesis [16–18,20,38] (Fig. 2f). 

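Over 8491345 CpGs with at least 5 reads in both, the mean methylation level of sea urchin was 0.261 in sperm and 0.241 in oocytes, a difference of 0.0197 (95% binomial confidence interval 0.0196 to 0.0197). Over 3667724 such CpGs of sea squirt, it was 0.283 in sperm and 0.262 in oocytes, a difference of 0.0216 (0.0215 to 0.0216). In sea urchin, 35.2% of the shared CpGs had a higher level in sperm and 21.6% in oocytes, and in sea squirt, these shares were 42.4% and 21.6%. Such shares can depend on read depth and do not show a direction on their own. In honey bee, they were 32.3% and 5.13%, with medians of 60 reads in sperm and 7 in oocytes. Pooling reads over CpGs moved the differences most, to 0.0343 in sea urchin and 0.0627 in sea squirt. The median number of reads per shared CpG was 37 in sperm and 15 in oocytes of sea urchin, and 47 and 23 in sea squirt. The paper's levels of single replicates in Supplementary Table S1 are 0.260 ± 0.00990 (SD, n = 2) for sperm and 0.234 ± 0.0134 (SD, n = 2) for oocytes of sea urchin. For sea squirt, they are 0.283 ± 0.00458 (SD, n = 3) for sperm and 0.259 ± 0.00500 (SD, n = 3) for oocytes. Every sperm replicate is above every oocyte replicate in both species. An exact 2-sided permutation test of these replicates gives p = 0.333 in sea urchin and p = 0.1 in sea squirt, each the smallest p that its number of replicates allows.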

Our data also showed that the methylation levels of sperm were higher than those of oocytes in both sea urchin (Fig. 2c) and sea squirt (Fig. 2d). 

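The differences between sperm and oocytes of the 4 invertebrates were set beside each other with confidence intervals from 1000 resamplings of 100-kb blocks of the genome. The intervals were 0.00341 to 0.00424 in sea anemone, 0.000601 to 0.000721 in honey bee, 0.0190 to 0.0205 in sea urchin and 0.0209 to 0.0222 in sea squirt. They do not overlap, but cover neither the spread between animals nor that between libraries. The order of sea urchin and sea squirt depended on the weighting of CpGs. With reads pooled and CpGs above 5 times the median depth left out, an alternative chosen after seeing the data, the difference was 0.0287 in sea urchin and 0.0197 in sea squirt. The vertebrates of Fig. 2g were not analysed here.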

Following this direction, we compared the methylation levels of sperm and oocytes for all seven species, and revealed that differences in methylation levels between sperm and oocytes increase through deuterostome and chordate evolution (Fig. 2g).

Taken together, parental methylomes are almost identical and remain stable during embryogenesis in pre-bilaterians such as cnidarians and in protostomes such as insects. 

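In windows that differed between sperm and oocytes after the deeper of both was thinned to the total reads of the other, the position of the embryo was computed with oocytes at 0 and sperm at 1. Windows with at least 5 CpGs covered in both gametes and the embryo were used where the gametes differed by at least 0.1 over these CpGs. In sea anemone cleavage embryos from Florida, the median position was 0.500 over 2264 windows higher in sperm and 0.573 over 1601 windows higher in oocytes. At blastula, it was 0.504 and 0.548, and at gastrula 0.494 and 0.556. In honey bee, 8 windows higher in sperm could be followed in worker blastoderm, with a median position of 0.442, which is too few to describe a distribution.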

Reprogramming of parental methylomes is clearly present in echinoderms and invertebrate chordates, and became more evident during vertebrate evolution.

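Between sperm and oocytes of sea urchin, the windows test counted 45147 of 542985 windows, 35479 with a higher level in sperm and 9668 with a higher level in oocytes. In sea squirt, it counted 2489 of 137678 windows, 2375 higher in sperm and 114 higher in oocytes. A minimum difference of 0.3 in place of 0.2 lowered the sea squirt number by the largest factor, to 451, and 500-bp windows raised it to 6405. The window with the largest difference in favour of sperm in sea urchin was on Scaffold182 from 197001 to 198000, with a level of 0.974 in sperm and 0 in oocytes over 12 CpGs (78 and 82 reads, Fisher's exact test, adjusted p = 4.99e-42), and it had 0.423 in cleavage embryos and 0.766 in blastulae. In favour of oocytes, it was on Scaffold230 from 556001 to 557000, with 0.00244 in sperm and 1 in oocytes over 10 CpGs (402 and 53 reads, exact test, adjusted p = 1.94e-66), and it had 0.0342 in cleavage embryos and 0.747 in blastulae. In sea squirt, the window from 2812001 to 2813000 on scaffold_193 had 0.831 in sperm and 0.284 in oocytes over 13 CpGs (exact test, adjusted p = 2.92e-19). The window from 282001 to 283000 on scaffold_220 had 0.107 in sperm and 0.621 in oocytes over 22 CpGs (exact test, adjusted p = 2.4e-33). At the same number of reads, 7.81% of windows differed between sperm and oocytes in sea urchin and 1.81% in sea squirt. Between embryo stages, 3.103% differed from cleavage to blastula in sea urchin and 0.362% from cleavage to gastrula in sea squirt. With the deeper gamete alone thinned to the reads of the other, the median position of cleavage embryos was 0.754 in the windows higher in sperm and 0.244 in those higher in oocytes of sea urchin. At blastula, it was 0.758 and 0.439, the latter with 38.8% of windows at most at 0.25 and 32.9% at least at 0.75. At cleavage in sea squirt, it was 0.683 in 2190 windows higher in sperm and 0.674 in 103 windows higher in oocytes. From the levels of gametes and embryos and of various genomic elements, the paper concludes that reprogramming of parental methylomes is present in echinoderms and invertebrate chordates.

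**Figure D1:**
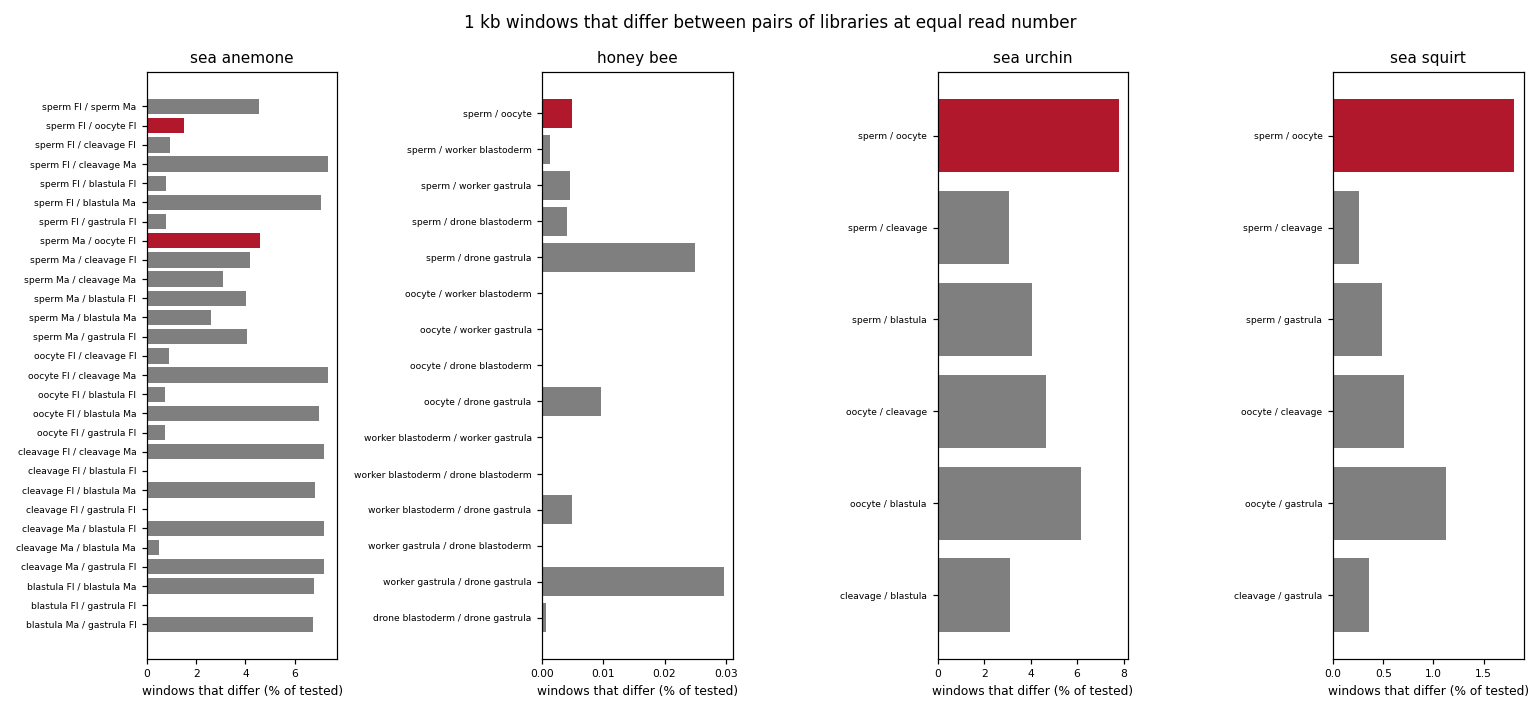
Share of tested 1000-bp windows (percent, x axis) that differ between each pair of libraries (y axis) of the 4 species after thinning to the same number of reads, with pairs of sperm and oocytes in red and the other pairs in grey, each bar being 1 pair without replicates. The red bar is the longest in sea urchin, at 7.81%, and in sea squirt, at 1.81%, but not in sea anemone or honey bee. In sea anemone, Massachusetts sperm against Florida oocytes is also red, at 4.60%. Among pairs from Florida alone, sperm against oocytes is the longest, at 1.49%, and every longer bar of the species involves Massachusetts.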

### Absence of non-CpG methylation in the oocytes of invertebrates

Previous studies have unveiled the presence of non-CpG methylation in the oocytes of both mouse and human [13,16,18,39]. In contrast, non-CpG methylation has not been detected in zebrafish oocytes [14,15]. It remains unknown whether non-CpG methylation in oocytes is unique to mouse and human. Here, we examined non-CpG methylation in invertebrates. Global non-CpG methylation levels were calculated by subtracting the bisulfite non-conversion rates from the average methylation levels (see Supplementary Data). Our data show that the methylation levels of non-CpGs are not significant in the oocytes and early embryos from sea anemone, honey bee, sea urchin and sea squirt (Supplementary Fig. S4), and are similar to that of zebrafish. Therefore, our data suggest that non-CpG methylation in oocytes is unique to mammals.

### Evolution of promoter methylation reprogramming during embryogenesis

It has been reported that DNA methylation in promoters can regulate gene expression [40,41], while the roles of DNA methylation in genic regions are uncertain. Therefore, we focused on promoter methylation to examine the potential impact of methylation reprogramming on animal evolution. We performed gene ontology analyses of differentially methylated promoters (DMPs) between sperm and oocytes (see Supplementary Data). DMPs identified in honey bee, sea anemone and sea squirt were very limited. Using the short list of genes, only metabolism category-related pathways could be found (Fig. 3a, Supplementary Table S3). Nevertheless, our data suggest that the potential regulation of DNA methylation reprogramming in these species is very limited. Our data also show that genes with DMPs are enriched in general metabolic pathways in sea urchin (Fig. 3a and b, and Supplementary Table S3), which is similar to the situations in other invertebrates. 

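The sea urchin promoter of Fig. 3b, that of HYPP_1685, was examined on Scaffold1043 in the 1000-bp windows of the region shown, over CpGs with at least 5 reads. In the window from 246001 to 247000, the methylation level was 0.464 in sperm over 338 reads, 0.773 in oocytes over 363 reads, 0.897 in cleavage embryos over 568 reads and 0.889 in blastulae over 930 reads. The next window, from 247001 to 248000, had 0.473 in sperm over 46 reads, 0.845 in oocytes, 0.834 in cleavage embryos and 0.908 in blastulae. In the other 8 windows of the region, the level in sperm was at least 0.858. The levels over the whole region were 0.849 in sperm, 0.828 in oocytes, 0.923 in cleavage embryos and 0.925 in blastulae. The other promoters of Fig. 3a were not analysed here, because no annotation of these assemblies was used.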

In zebrafish and mammals, genes with DMPs are enriched in not only metabolic pathways, but also many developmental and reproductive pathways (Fig. 3a and b, and Supplementary Table S3), suggesting that DNA methylation reprogramming is associated with vertebrate embryonic development and reproduction. Moreover, the enriched category of the adaptive immune system, a unique system in jawed vertebrates [3], can also be observed in vertebrates (Fig. 3a). Together, our analysis suggests that DNA methylation reprogramming of promoters is associated with development, reproduction and adaptive immunity in zebrafish and mammals, but not invertebrates.

**Figure 3.**
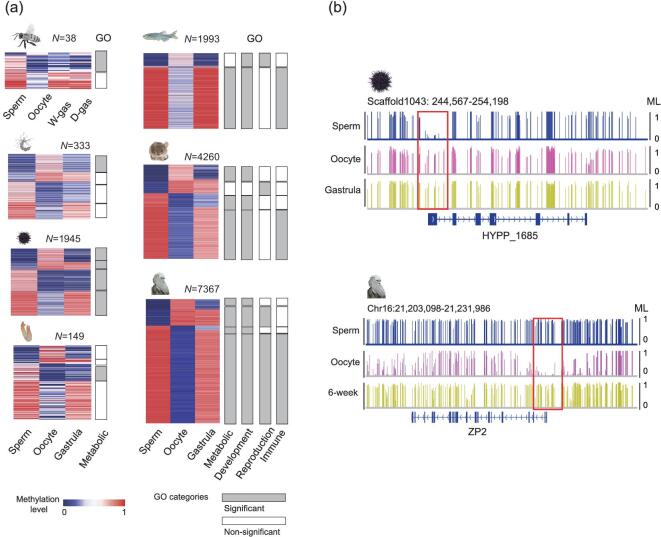
Evolution of promoter reprogramming in animals. (a) Heatmaps of differentially methylated promoters between sperm and oocytes across different species. Gene ontology (GO) enrichment of genes with differentially methylated promoters was performed. The color key from blue to pink indicates the DNA methylation levels (MLs) from low to high, respectively. (b) Genomic snapshot shows reprogramming of promoters in sea urchin and human. Red boxes highlight the promoter regions.

CpG density is generally anti-correlated with DNA methylation level [8]; however, many oocyte promoters do not follow the rule of anti-correlation between CpG density and methylation level [15]. This correlation remains elusive in oocytes of other animals. Therefore, we plotted scatterplots for CpG densities and methylation levels for all promoters, and calculated the Pearson correlation coefficient (PCC) for each sample in different species (Supplementary Fig. S5). Our data showed that the anti-correlation patterns between methylation levels and CpG densities were similar between oocytes and sperm/gastrula in invertebrates. However, in mammals, a large proportion of low-CpG promoters in oocytes showed low or medium methylation levels, which differed to the sperm/gastrula (Supplementary Fig. S5, red boxes). The PCC of the oocytes was also the lowest among different cell types and tissues in human (Supplementary Fig. S6a). Further analysis showed that, in vertebrates, the majority of oocyte-specific hypomethylated promoters (versus sperm) had low CpG densities (Supplementary Fig. S6b), while most oocyte-specific hypermethylated promoters had high CpG densities (Supplementary Fig. S6c). These results indicate that a significant proportion of promoters in the oocytes of mammals do not follow the rule of anti-correlation between CpG density and methylation level.

### The reprogramming of HOX genes during animal evolution

HOX genes are a subset of homeobox genes that play crucial roles in segmentation during development and the evolution of the metazoan body plan [23,24]. Our previous study showed that all HOX gene clusters in zebrafish are initially unmethylated in sperm and hypermethylated in oocytes, and eventually reprogram to a unmethylated pattern during the MBT stage [14] (Fig. 4e) when cell differentiation and segmentation are initiated [42]. However, the methylation reprogramming of HOX clusters in animals beyond zebrafish has not been addressed. Here, we checked the methylation dynamics of HOX clusters in different species. HOX genes are unmethylated in the somatic tissues of daphnia, silkworm and oyster (Supplementary Fig. S7a–c). At genic regions, the status of HOX genes is different from those of housekeeping genes, which are usually hypermethylated (Supplementary Fig. S8). 

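The housekeeping genes of Supplementary Fig. S8 were examined over the regions shown there. CDC5L of sea anemone, on scaffold_122, had methylation levels of 0.597 to 0.678 in the 8 sets of calls, above 94.3% to 97.1% of random regions of the same length. RPS18 of honey bee, on chromosome 14, had 0.262 to 0.343 in the 6 sets of calls. In oocytes, its level of 0.343 came from 20 CpGs with a median of 6 reads. For SP-ZW10 of sea urchin, the levels were 0.548 to 0.598, above 71.9% to 74.7% of random regions, and for ZW10 of sea squirt 0.643 to 0.715, above 78.9% to 82.3%. The comparison used 1000 random regions of the same species for each region. No interval is given for the share of random regions.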

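HOX genes were examined over the regions of Fig. 4, without subtraction of the non-conversion rate. In sea anemone, anthox1 on scaffold_4 had methylation levels of 0.00663 to 0.0123 in the 8 sets of calls, anthox1a on scaffold_3 had 0.00668 to 0.0118 and anthox6a on scaffold_27 had 0.00694 to 0.0112. They were higher than 12.8% to 38.5% of random regions of the same length for anthox1, 10.3% to 31.7% for anthox1a and 5.4% to 45.7% for anthox6a. The region from anthox7 to anthox6 on scaffold_61 had 0.0121 to 0.0179 over 2263 to 2581 CpGs, higher than 5.9% to 7.4% of random regions, and its 2 windows from 731001 to 733000 had levels above 0.5 in every set of calls. In honey bee, the region from LAB to ABD-B on chromosome 16 had 0.00678 to 0.00850, higher than 0.2% to 3.2% of random regions, and 1 window of it, from 2213001 to 2214000, was above 0.5 in every set of calls. In sea urchin, hox5 on Scaffold422 had 0.00681 to 0.00780, higher than 3.4% to 4.9% of random regions. The region from hox6 to hox1 on Scaffold636 had 0.0290 to 0.0315, higher than 0.4% to 1% of random regions, and 31 to 35 of its windows were above 0.5, all from 696001 onwards. Before the first such window, its level was 0.00773 in sperm over 14709 CpGs, 0.00910 in oocytes over 12892 CpGs, 0.00773 in cleavage embryos and 0.00779 in blastulae. A minimum of 1 read per CpG moved the mean level most in sea urchin, from 0.0188 to 0.0208. In these species, the non-conversion rates of the libraries range from 0.0065 to 0.012, and the levels of the regions from anthox7 to anthox6 and from hox6 to hox1 are above the rate of the library in every set of calls. The sea squirt region of Fig. 4d was not analysed here. From the low levels in all stages, the paper states that HOX genes are generally unmethylated and show no dynamics in invertebrates.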

Importantly, our data showed that HOX genes, including both genic regions and promoters, are generally unmethylated and show no dynamics in gametes and early embryos in invertebrates, including sea anemone (Fig. 4a), honey bee (Fig. 4b), sea urchin (Fig. 4c) and sea squirt (Fig. 4d), which differs from that seen in zebrafish. The differences are more distinguished when compared to mammals, both in terms of methylation pattern and reprogramming. Our data showed that HOX gene clusters in mammalian sperm and oocytes are not uniformly methylated or unmethylated (Fig. 4f and 4g, and Supplementary Fig. S9a–c, e–g). Moreover, all HOX clusters are reprogrammed to be unmethylated in Inner Cell Mass (ICM) stage when genome-wide demethylation is completed. The unmethylated status of HOX clusters is mostly maintained in mouse E7.5 embryos or human 6-week embryos when segmentation takes place during mammalian development (Fig. 4f and g, and Supplementary Fig. S9a–c, e–g). Very interestingly, HOX clusters are partially methylated in the placenta of both mouse and human, where segmentation is not desired (Fig. 4f and g, and Supplementary Fig. S9a–c, e–g). This is further demonstrated by the fact that most HOX gene promoters are significantly hypermethylated in placenta compared to in 6-week/E7.5 embryos (Fig. 4h and Supplementary Fig. S9d). Further gene expression analysis demonstrated that most HOX genes are expressed in human 6-week embryos, but not in placenta (Fig. 4i and Supplementary Fig. S9h–j), showing that DNA methylation anti-correlates with the expression of HOX genes in human 6-week embryos and placenta. We then checked the methylation patterns of HOX gene clusters in human organs using data from the roadmap project [43]. Methylation exhibits very different patterns among different organs (Supplementary Fig. S7d), which are distinguishable from the stable unmethylated state in tissues of invertebrates. In summary, in invertebrates with a single cluster of HOX genes, HOX genes are usually unmethylated and unprogrammed in gametes, early embryos and somatic tissues, suggesting that DNA methylation has no role in regulating invertebrate HOX genes. In contrast, duplicated HOX clusters of vertebrates undergo dramatic methylation reprogramming during embryogenesis that is associated with the spatiotemporal gene expression of HOX genes. We hypothesize that methylation reprogramming regulates vertebrate HOX clusters, which helps vertebrate genomes to achieve the goal of spatiotemporal expression of multiple HOX clusters.

**Figure 4.**
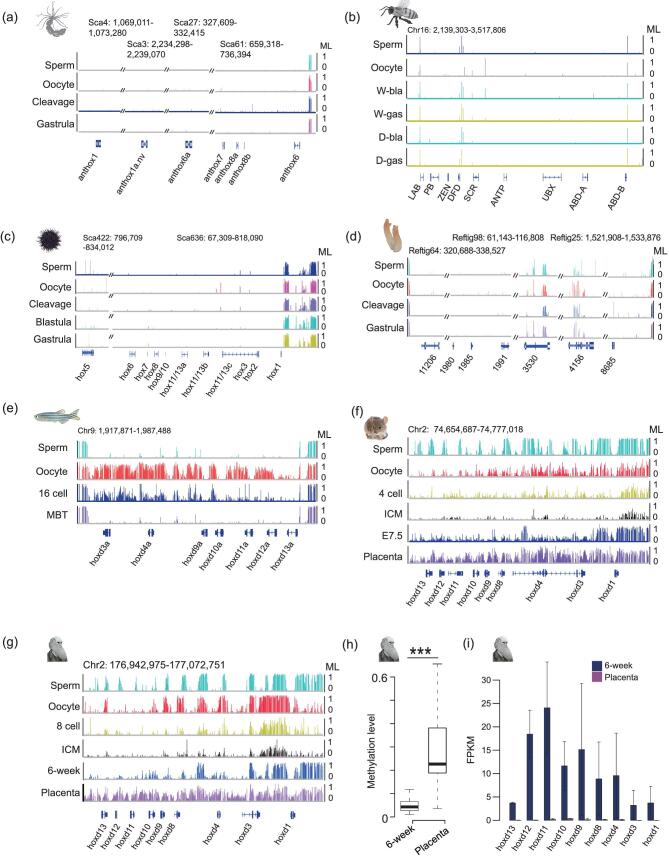
Methylation of the HOX gene clusters in different taxa. (a)–(d) Genomic snapshots representing methylation of the HOX gene clusters in sperm, oocytes and early embryos of sea anemone (a), honey bee workers and drones (b), sea urchin (c) and sea squirt (d). Oblique lines represent regions of the HOX cluster that are non-contiguous or interrupted. (e)–(g) Genomic snapshots show methylation dynamics of HOX gene clusters in zebrafish (e), mouse (f) and human (g). (h) Boxplots show the promoter methylation levels (MLs) of HOX genes between 6-week embryos and placenta in human. *P* value was calculated by paired Wilcoxon signed-rank test. ***P < 0.001. (i) Normalized expression levels of HOXD genes in human 6-week embryos and placenta. FPKM stands for fragments per kilobase of transcript per million mapped reads.

In addition to HOX genes, other homeobox genes play important roles in embryonic patterning and cell differentiation [44]. Our analysis showed that a small proportion of non-HOX homeobox genes are hypermethylated or methylated to a medium level in gametes and early embryos in invertebrates, and that no dynamics are observed (Supplementary Fig. S10a). In contrast, we observed weak dynamics of methylation from oocytes to blastula/gastrula embryos in zebrafish. Notably, promoter regions of non-HOX homeobox genes were significantly hypermethylated in mammalian placenta compared with E7.5 or 6-week embryos (Supplementary Fig. S10a, b, c). The expression of non-HOX homeobox genes in placenta is also very limited compared to those in 6-week human embryos (Supplementary Fig. S10d), suggesting that promoter methylation anti-correlates with the expression of non-HOX homeobox genes in mammals.

### The reprogramming of key developmental signaling genes during animal evolution

Many signaling factors, such as FGF, Hedgehog, NOTCH, TGF-β and WNT, are usually conserved and play crucial roles in embryonic development [45]. Our data showed that both promoter and genic regions of almost all these genes were maintained in an unmethylated state, and showed no dynamics in invertebrates (Supplementary Fig. S11). In zebrafish, most promoters of such genes were unmethylated throughout embryogenesis, while genic regions maintained their hypermethylated states (Supplementary Fig. S11). In mammals, the promoter regions of most genes had unmethylated status in sperm, oocytes and embryos, while many genes showed significant reprogramming in genic regions (Supplementary Fig. S11). In general, such genes have hypomethylated genic regions and are rarely expressed in mammalian oocytes (Supplementary Fig. S12), which is in line with previous studies that have shown that gene body methylation positively correlates with gene expression in mammalian oocytes [13,16]. Such genes usually have unmethylated promoters in gametes and embryos, and show high expression in human 6-week embryos (Supplementary Fig. S12). In summary, our study shows a significant evolution of DNA methylation reprogramming of key developmental signaling factors.

## DISCUSSION

Here, we have systematically investigated the conservation and evolution of DNA methylation reprogramming during early embryogenesis in animals. Our results reveal that different clades use distinct strategies of DNA methylation reprogramming during embryogenesis and that not all species undergo methylation reprogramming (Table 1). Invertebrate genomes are devoid of DNA methylation or have a mosaic methylation pattern, which limits the dynamics of DNA methylation. In contrast, vertebrate methylomes are globally methylated, which can favor a large range of methylation reprogramming (Fig. 2). Global DNA methylation remodeling is vertebrate-specific, which can fit the need for complex regulation of vertebrate developmental process. Indeed, the dramatic evolution of DNA methylation reprogramming during the transition from invertebrates to vertebrates has enabled more precise regulation in development, reproduction and the origins of new genes, such as the adaptive immune system genes in vertebrates (Fig. 3). Therefore, we hypothesize that the evolution of DNA methylation reprogramming has helped the transition from invertebrates to vertebrates.

**Table 1.** Evolution of DNA methylation reprogramming.

	Methylation level	Early embryo reprogramming	Gene ontology enrichment	Genome-wide demethylation
Cnidarian	∼0.10	No	Metabolism	No
Insect	∼0.01	No	Metabolism	No
Invertebrate deuterostome	∼0.25	Minor	Metabolism	No
Vertebrate	>0.4	Moderate	Metabolism, development, adaptive immune, reproduction	No
Mammal	>0.7	Dramatic	Metabolism, development, adaptive immune, reproduction	Yes

Genome-wide demethylation only occurs during mammalian embryogenesis (Fig. 2). One important function for DNA methylation is the control of imprinted genes, which is only found in placental mammals [46,47]. In the animal kingdom, most animals undergo fertilization and embryos develop externally [48]. In placental mammals, embryos develop with a placenta within the mother's uterus. It is believed that genomic imprinting is a battle between parents to control the size and nourishment of an embryo within the mother's uterus [47,49]. In contrast, all other animals, which develop without a placenta, do not need imprinting to control fetus size and nutrition transfer. Therefore, genome-wide demethylation in mammals may be necessary for the generation of imprinting, which may have been a major innovation in the evolutionary transition to placental viviparity.

It has been suggested that genome duplication was major driver in the origin of vertebrates [50]. Genome duplication has led to the duplication of HOX genes [22], as well as the emergence of many new genes [51]. HOX genes define the body plan via segmentation [21–24]. Invertebrates have only one cluster of HOX genes [22], and our data have shown that HOX genes are unmethylated throughout early embryogenesis in invertebrates (Fig. 4). It is probable that histone modification, non-coding RNA and other epigenetic modifications are enough to regulate the expression of one set of HOX genes in invertebrates. Vertebrates have multiple sets of HOX genes, which enable vertebrates to have more complicated body plans [22], but this larger number of HOX genes also brings challenges regarding the genome being able to express each individual HOX gene in the right place and at the right time. To deal with this issue, it seems that DNA methylation reprogramming in HOX gene clusters was added into vertebrate genomes to enable more elaborate spatiotemporal control of HOX gene expression. HOX genes are not expressed in oocytes or during the cleavage stages of embryos, and instead begin to be expressed when cell differentiation and segmentation starts [14]. To avoid ‘leaky’ expression of HOX genes in oocytes, HOX gene clusters are hypermethylated in zebrafish oocytes (Fig. 4e). Since gene expression in sperm is very limited, HOX genes are not expressed even though all HOX gene clusters are unmethylated in zebrafish sperm [14]. Zebrafish HOX genes reprogram to unmethylated states by the MBT stage (Fig. 4e), when cell differentiation and segmentation starts [14,15,42]. In mammals, HOX gene clusters are often partly methylated in sperm and oocytes (Fig. 4f and g, and Supplementary Fig. S9). Genome-wide demethylation erases all methylation in the blastocyst stage, when cell differentiation and segmentation starts in mammals. Segmentation does not occur in the placenta, which is consistent with our observation that all HOX gene clusters in the placenta are partially methylated (Fig. 4f and g, and Supplementary Fig. S9). In mammalian somatic tissues, only certain HOX genes maintain their unmethylated status in specific tissues (Supplementary Fig. S7d). Taken together, our data suggest that DNA methylation reprogramming in HOX genes plays an important role in vertebrates, enabling them to take advantage of duplicated HOX gene clusters by regulating their spatiotemporal expression.

Taken together, our data provide an epigenetic clue that increases our understanding of the invertebrate-to-vertebrate transition and also placental viviparity. Our study opens up a new view in the understanding of evolution and development.

## AVAILABILITY OF DATA AND MATERIALS

WGBS data for sea anemone, honey bee, sea urchin, sea squirt, daphnia and mouse placenta have been deposited in the Genome Sequence Archive (GSA) [52] at the BIG Data Center [53], Beijing Institute of Genomics (BIG), Chinese Academy of Sciences (CAS), under accession number CRA001225; they are publicly accessible at http://bigd.big.ac.cn/gsa. External data used in this study are shown in Table 2.

**Table 2.** External data used in this study.

Resource	Source	Database	Identifier
Human 6-week and placenta RNA, methylomes	Li *et al*. [28]	GSA	CRA000114
Human oocyte RNA	Yan *et al.* [54]	GEO	GSE36552
Zebrafish methylomes	Jiang *et al.* [14]	GEO	GSE44075
Mouse methylomes	Wang *et al.* [18]	GEO	GSE56697
Ctenophore methylome	Emily *et al.* [29]	SRA	SRR1981481
Oyster methylome	Wang *et al.* [35]	GEO	GSE40302
Silkworm methylome	Xiang *et al.* [32]	GEO	GSE18315
Ant methylome	Bonasio *et al.* [30]	GEO	GSE31577
Marbled crayfish methylome	Fanny *et al.* [34]	GEO	GSE112411
Wasp methylome	Wang *et al.* [31]	GEO	GSE43423
Chicken methylome	Mugal *et al.* [36]	GEO	GSE56639
Beetle methylome	Song *et al.* [33]	GEO	GSE 84253

## MATERIALS AND METHODS

The detailed methods and materials are available as Supplementary Data at *NSR* online.

## Supplementary Material

nwz064_Supplemental_Files Click here for additional data file.

# Supplementary material for: Evolutionary transition between invertebrates and vertebrates via methylation reprogramming in embryogenesis
**Source:** Natl Sci Rev. 2019 May 24;6(5):993–1003. doi: 10.1093/nsr/nwz064
**Supplement:** nwz064_Supplemental_Files

Supplementary Materials for

Comparative analysis of DNA methylation reprogramming during embryogenesis across metazoan

**This file includes:**

Materials and Methods

Figs. S1 to S12

Table S1

Legends for Table S2 and S3

References

**Other Supplementary Materials include the following:**

Table S2 and S3 (Excel files)

**Materials and Methods:**

**Sample collection**

Sea anemone: two set of sea anemone samples were collected from Massachusetts and Florida, respectively. The wild-type sea anemone lines were raised in standard laboratory conditions. We applied published methods and morphological stage criteria to collect gametes and embryos ^1,2,3^. Briefly, adult anemones were set up for spawning on the evening before the day of sampling. Sperm-containing water from male-only bowls was collected and possible somatic cell contamination was removed by a low-speed centrifugation. To collect embryos, the egg masses were fertilized with sperm-containing water. Egg masses and embryos were dejellyed at room temperature until the jelly was dissolved and washed several times to exclude contamination.

Honey bee: the wild-type honey bee lines were raised in standard laboratory conditions in Beijing, China. Sperm was collected using methods developed previously as part of artificial insemination technique ^4^. To collect semen, the abdomen of the drone was gently squeezed between two fingers resulting in the ejaculate to appear at the end of the endophallus. Sperm was washed by semen diluent and possible somatic cell contamination was removed by a low-speed centrifugation. We applied previously described methods and morphological stage criteria to sample unfertilized egg and embryos ^5,6^. To collect unfertilized egg or drone embryos, queen bees were allowed to lay eggs on drone combs in beehive for 30 minutes. To collect worker embryos, queen bees were allowed to lay eggs on worker combs in beehive for 30 minutes. Then the combs were taken out from beehive without queen bee. For unfertilized egg, samples are collected immediately. For embryos, the comb was incubated at 35℃to develop to blastoderm and gastrulation embryos, respectively. All samples were kept on ice and washed with chilled PBS to exclude contamination.

Sea urchin: the wild-type sea urchin lines were raised in standard laboratory conditions in California, US. Gametes and embryos were obtained by previously published methods^7^. Possible somatic cell contamination was removed by a low-speed centrifugation for sperm. Eggs and embryos were dejellyed and extensively washed.

Sea squirt: Wild animals were collected from the bay of Yantai, China. We followed established protocols ^8^ to obtain sea squirt gametes and embryos. Dechorionated eggs or embryos were extensively washed by swirling plate for more than ten times, which left the non-dechorionated eggs or embryos and cell debris behind. After washing, any eggs or embryos with somatic cells were removed by glass capillary under microscope.

Daphnia: The daphnia clones were maintained in laboratory at Massachusetts, US. Adult daphnia (20-25 individuals) were collected for isolation of genomic DNA.

Mouse placenta: placenta tissue was collected from full-term mouse.

**DNA Extraction**

Gametes, embryos and tissues were subjected to genomic DNA extraction by using QIAamp DNA Mini Kit (QIAGEN) following the protocol of DNA Purification from Tissues.

**WGBS Library Generation**

Genomic DNA spiked with 0.5% unmethylated Lambda DNA (Promega) was sonicated into 100-500bp. Fragmented DNA was then subjected to end repair, dA tailing, and adaptor ligation with the end repair enzyme mix (NEB), Klenow 3´-5´ exo- (NEB) and T4 DNA ligase (NEB), respectively. Adapter-ligated DNA was recovered by 2% agarose gel electrophoresis (Zymo Research). Bisulfite conversion was performed using the EZ DNA methylation-Gold kit (Zymo Research) according to the manufactory instruction. Bisulfite-treated DNA was then amplified with KAPA HiFi HotStart Uracil+ ReadyMix. Amplified DNA was purified by 2% agarose gel electrophoresis. DNA methylome libraries were sequenced on Illumina Hiseq2000 or Hiseq2500 sequencer. Each developmental stage has at least two biological replications, with exception for sea anemone oocyte.

**WGBS: Read Filtering, Alignment and Quantiﬁcation of methylation level for CpG sites**

WGBS data processing procedures were adapted from previously developed methods^9,10^ with minor modification.

Read ﬁltering: adapters and low-quality reads were trimmed with Trimmomatic (<http://www.usadellab.org/cms/index.php?page=trimmomatic>) with parameters “LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36”. The paired-reads were discarded from following analysis if either end was shorter than 36 bases.

Alignment and post-alignment filtering: The reference genomes were downloaded from Ensembl (<http://www.ensembl.org/index.html>) and Ensembl Metazoa (<http://metazoa.ensembl.org/index.html>). The genome build for sea anemone, honey bee, sea urchin, sea squirt, zebrafish, mouse and human are ASM20922v1, GCA_000002195.1, Spur_3.1, CSAV2.0, zv9, mm10 and hg19, respectively. The lambda DNA genome was also included in the reference sequence as an extra chromosome for calculating bisulﬁte conversion rate. Filtered paired-end methylC-seq reads were mapped against the reference by Bismark ^11^. Duplicated reads were removed by deduplicate_bismark function of Bismark. Following deduplication, overlapped part of paired reads was trimmed from one end using clipOverlap function of bamUtil (<http://genome.sph.umich.edu/wiki/BamUtil:_clipOverlap>). The coverage of each cytosine was extracted from the clipOverlapped reads with bismark_methylation_extractor.

Quantiﬁcation of methylation level for CpG sites: for CpG i, deﬁne m_i_ as the number of reads showing methylation over position i (both strands). Deﬁne u_i_ as the number of reads showing lack of methylation over CpG i. The methylation level is estimated as m_i_/( m_i_ + u_i_), which is an estimate of the probability that CpG i is methylated in a molecule sampled randomly from the cell population. Because CpG methylation is symmetric, mi and ui include observations associated with the cytosines on both strands for the i-th CpG.

**Quantiﬁcation of average methylation level of CpGs in each sample:** average methylation level in each sample was measured as the sum of the methylation level of CpG cytosines, divided by the total number of CpG cytosines. To exclude the effect of bisulfite non-conversion, we adjusted average methylation level by subtracting the bisulfite non-conversion rate from the average methylation level. The bisulfite non-conversion rate is calculated as the methylation level in spiked-in unmethylated lambda DNA, which can indicate the failure of converting from un-methylated C to T as there is no methylated C in lambda DNA. The bisulfite conversion rate equals to 1 minus bisulfite non-conversion rate.

**Quantiﬁcation of average methylation level of CpGs in different genomic elements:** average methylation level of genomic elements was measured as the sum of the methylation level of CpG cytosines, divided by the total number of CpG cytosines that locate in those genomic elements. Promoters are defined as regions 2 kb upstream from TSSs (transcriptional start sites) for each gene. Only regions covered by at least 5 CpGs and each CpG site covered by at least five reads were considered for further analysis.

**Annotation datasets**

Gene annotations for invertebrates were downloaded from Ensembl (<http://www.ensembl.org/index.html>) and Ensembl Metazoa (<http://metazoa.ensembl.org/index.html>). Repeats of invertebrates were annotated using RepeatMasker^12^ with release 20130422 of the Genetic Information Research Institute nucleotide library ([www.girinst.org](http://www.girinst.org)). Gene annotations and repeat annotations for zebrafish, mouse and human were downloaded from UCSC table browser.

**Identiﬁcation of Differentially Methylated Promoters (DMPs)**

To identify DMPs between sperm and oocytes, we first performed Differentially Methylated Regions (DMRs) analysis using DSS package ^13^. The parameters for invertebrates and zebrafish were “delta=0.2, minCG=3, p.threshold=0.01, minlen=50”, and the parameters for mammals were “delta=0.3, minCG=5, minlen=100”. Promoters overlapped with DMRs were identified as DMPs. Gene Ontology (GO) analysis of genes with DMPs for each cluster was performed by using DAVID ^14^ for vertebrates and EASE ^15^ for invertebrates, respectively. GO terms with p value less than 0.1 were considered as statistically significant. GO terms hit by less than 5 genes were discarded in vertebrates, and terms hit by less than 2 genes were discarded in invertebrates.

**Quantiﬁcation of methylation level of non-CpGs:** The methylation level of each non-CpG(CHH and CHG, H means A, T, or C) context was determined as the sum of the methylation level of cytosines divided by the total number of cytosines in that context. We adjusted methylation level by subtracting the bisulfite non-conversion rate from the methylation level. The calculation of bisulfite non-conversion rate is described above.

**mRNA-Seq data analysis**

RNA-seq raw data of human were downloaded from GSE36552 and CRA000114，respectively. Low quality reads of RNA-seq and adaptor sequences were removed by Trimmomatic, followed by alignment with TopHat. The unique reads were used to calculate the fragments per kilobase of exon per million fragments mapped (FPKM) with Cufflinks v2.0.2 (http://cufflinks.cbcb.umd.edu).

**Sequencing data visualization**

DNA methylation levels are visualized as custom tracks in the Integrative Genomics Viewer genome browser (<http://software.broadinstitute.org/software/igv/>).

**Statistical analysis of sequencing datasets**

Statistical analyses and plots were implemented with R(<http://www.r-project.org>). Pearson Correlation Coefficient was calculated using the ‘cor’ function with default parameters. Wilcoxon signed-rank test (two-tailed) was performed using ‘wilcox.test’ function with parameters “paired=TRUE”. Fisher’s Exact Test was performed using the ‘fisher.test’ function with default parameters. BH-adjusted p values were calculated with ‘p.adjust’ function with “method=“BH””.

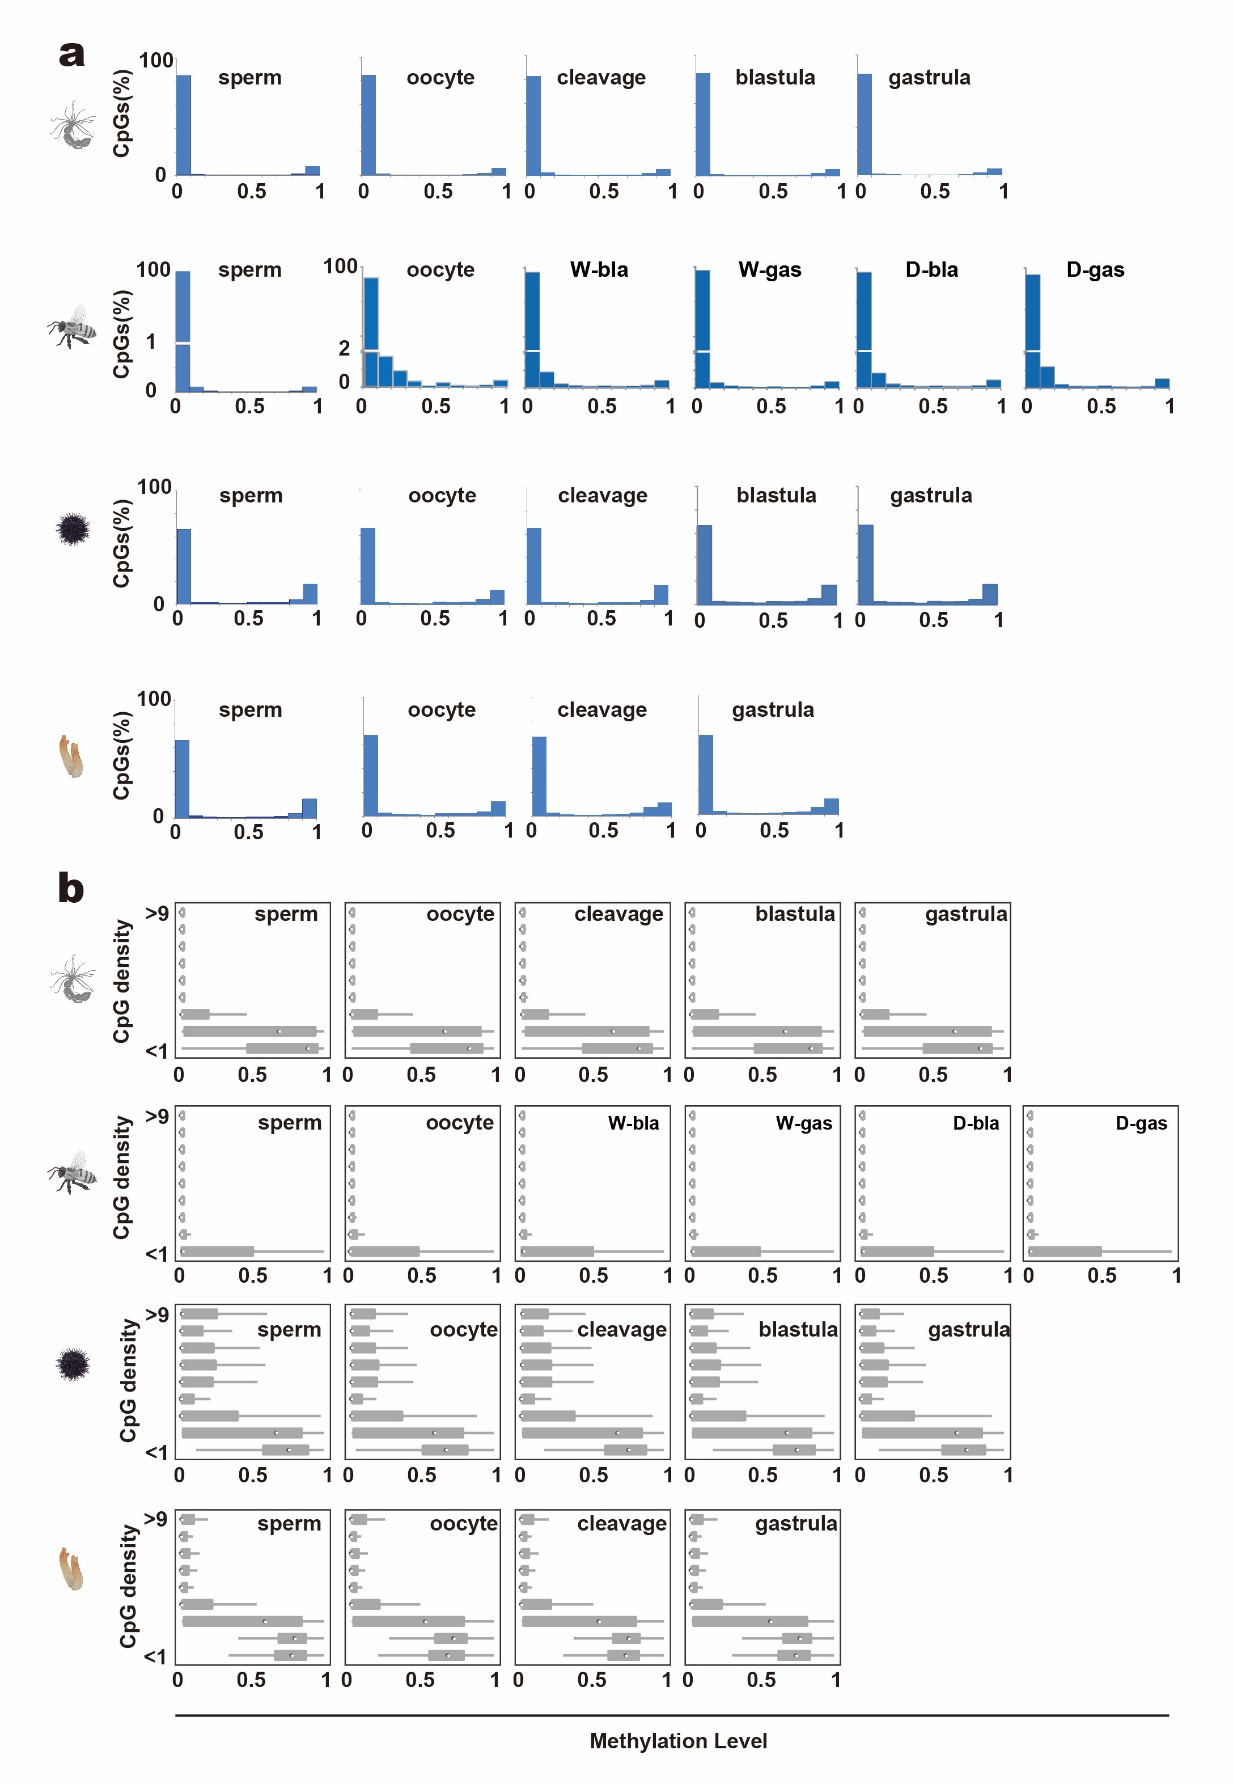

**Supplementary Fig. 1 |** **Bimodal distribution of methylation level and inverse correlation between CpG density and methylation level in invertebrates**

**(a)**, Fractions of all CpGs with different methylation level in gametes and early embryos of different animals. **(b)**, Box plots of methylation levels across CpG densities of 1000bp-tiles. Circle indicates the median, edges the 25^th^/75^th^ percentile and whiskers the 2.5^th^/97.5^th^ percentile.

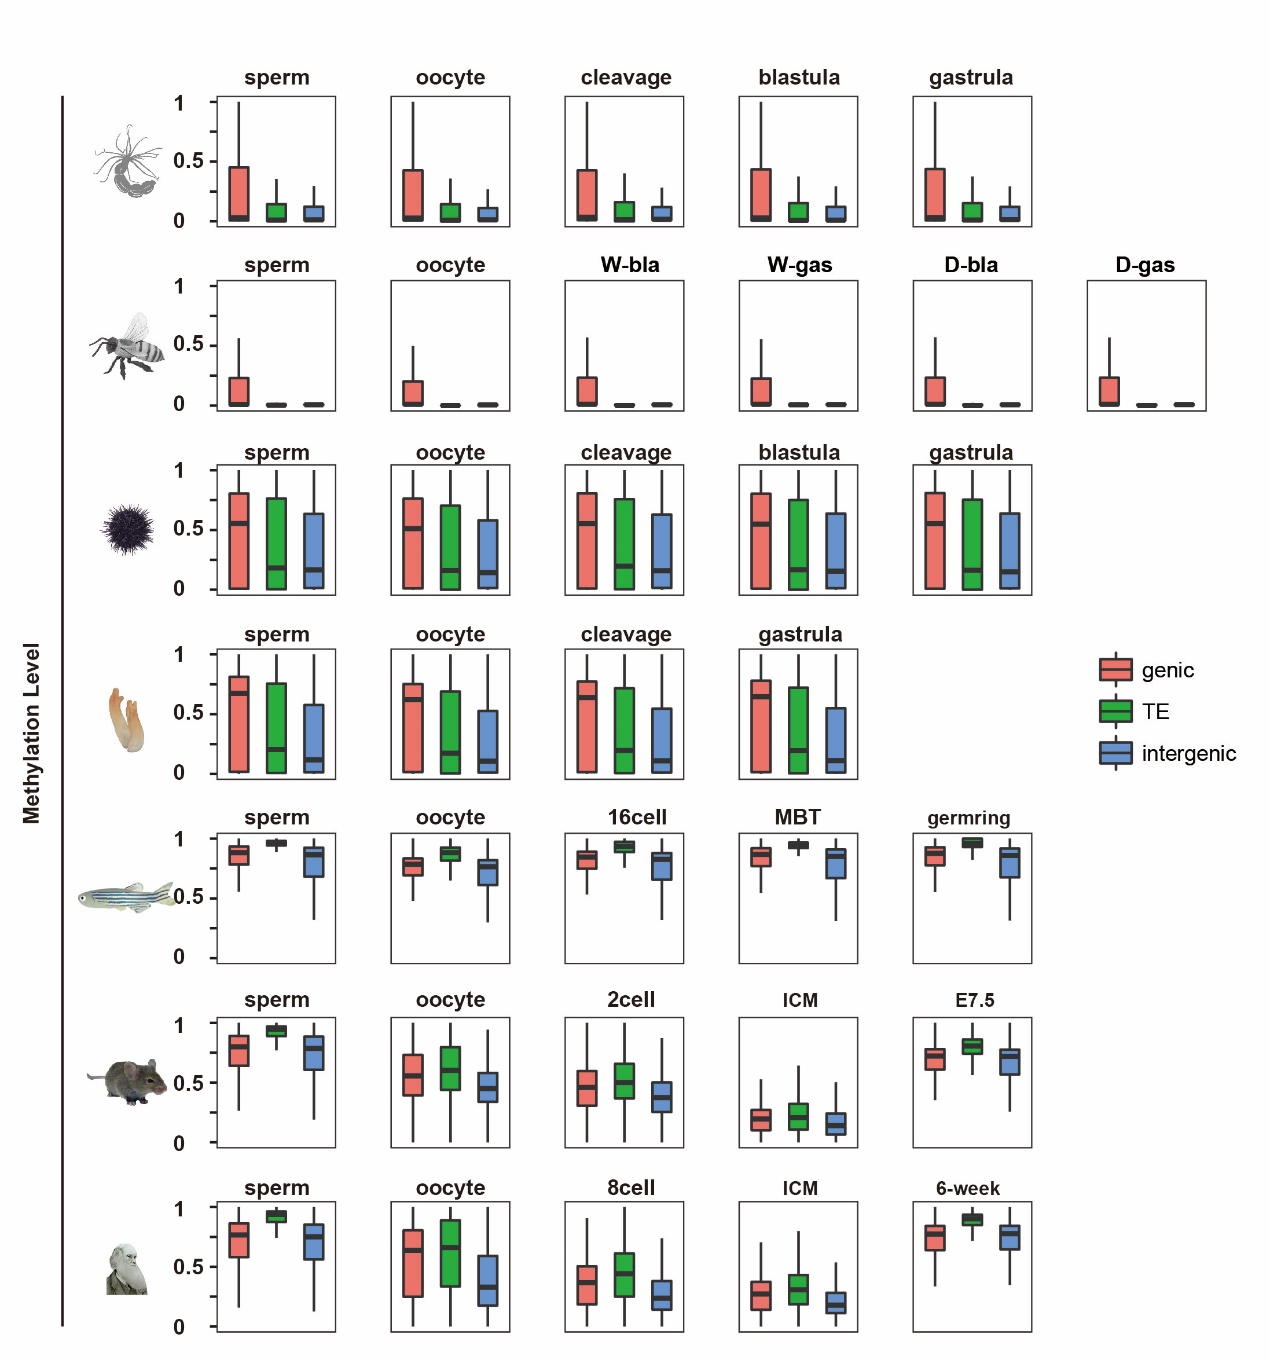

**Supplementary Fig. 2 |** **DNA methylation prefers to target genic regions in invertebrates.**

Box plots of average methylation levels of genic regions, transposable elements and intergenic regions in gametes and embryos across animals. Black bold lines indicates the median, edges the 25^th^/75^th^ percentile and whiskers the 2.5^th^/97.5^th^ percentile.

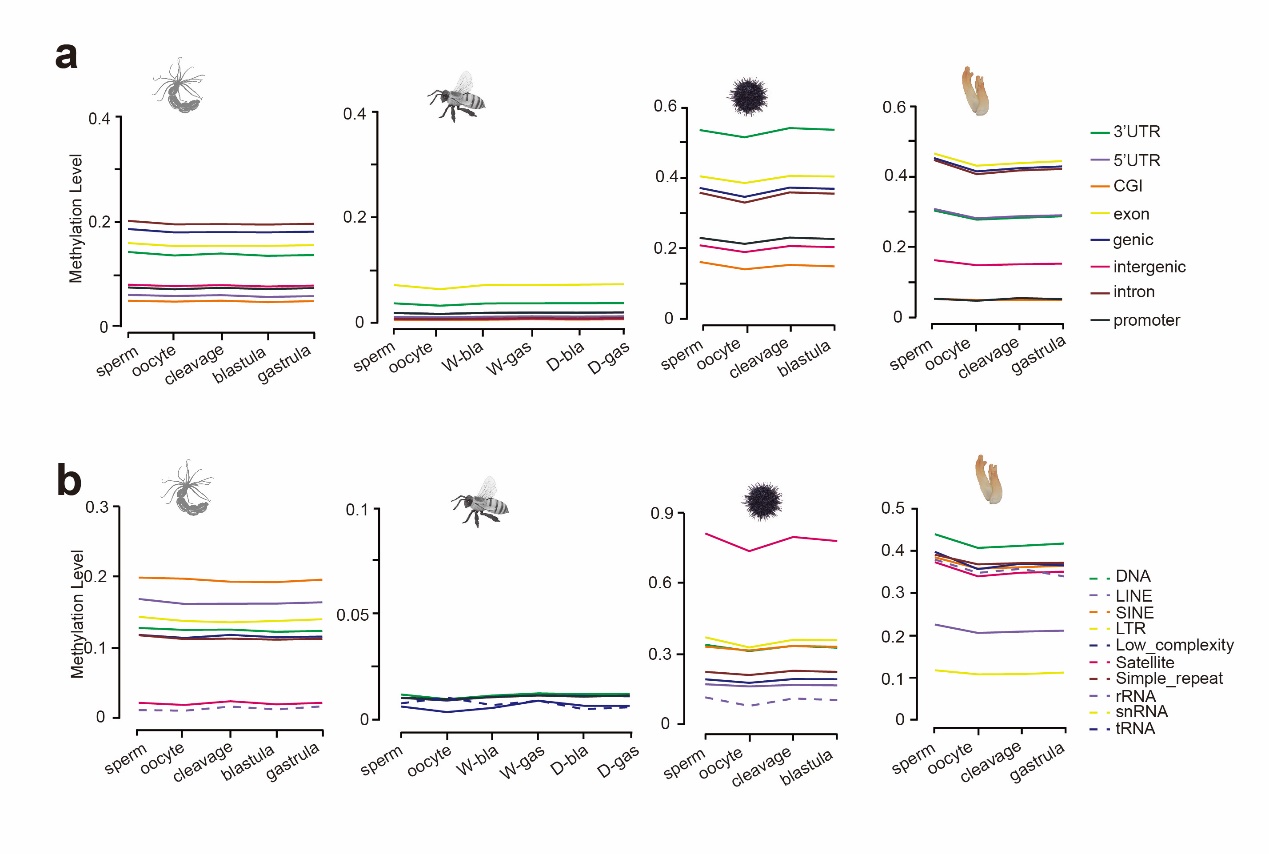

**Supplementary Fig. 3 |** **Dynamics of DNA methylation for different genomic elements**

**(a),** The dynamics of methylation levels of different genomic elements (genic related) during early embryogenesis. The average methylation is the mean value of the methylation levels of all CpGs located in the specific element. Florida sea anemone is using for the dynamic analyses. **(b),** The dynamics of methylation levels of different repeat elements.

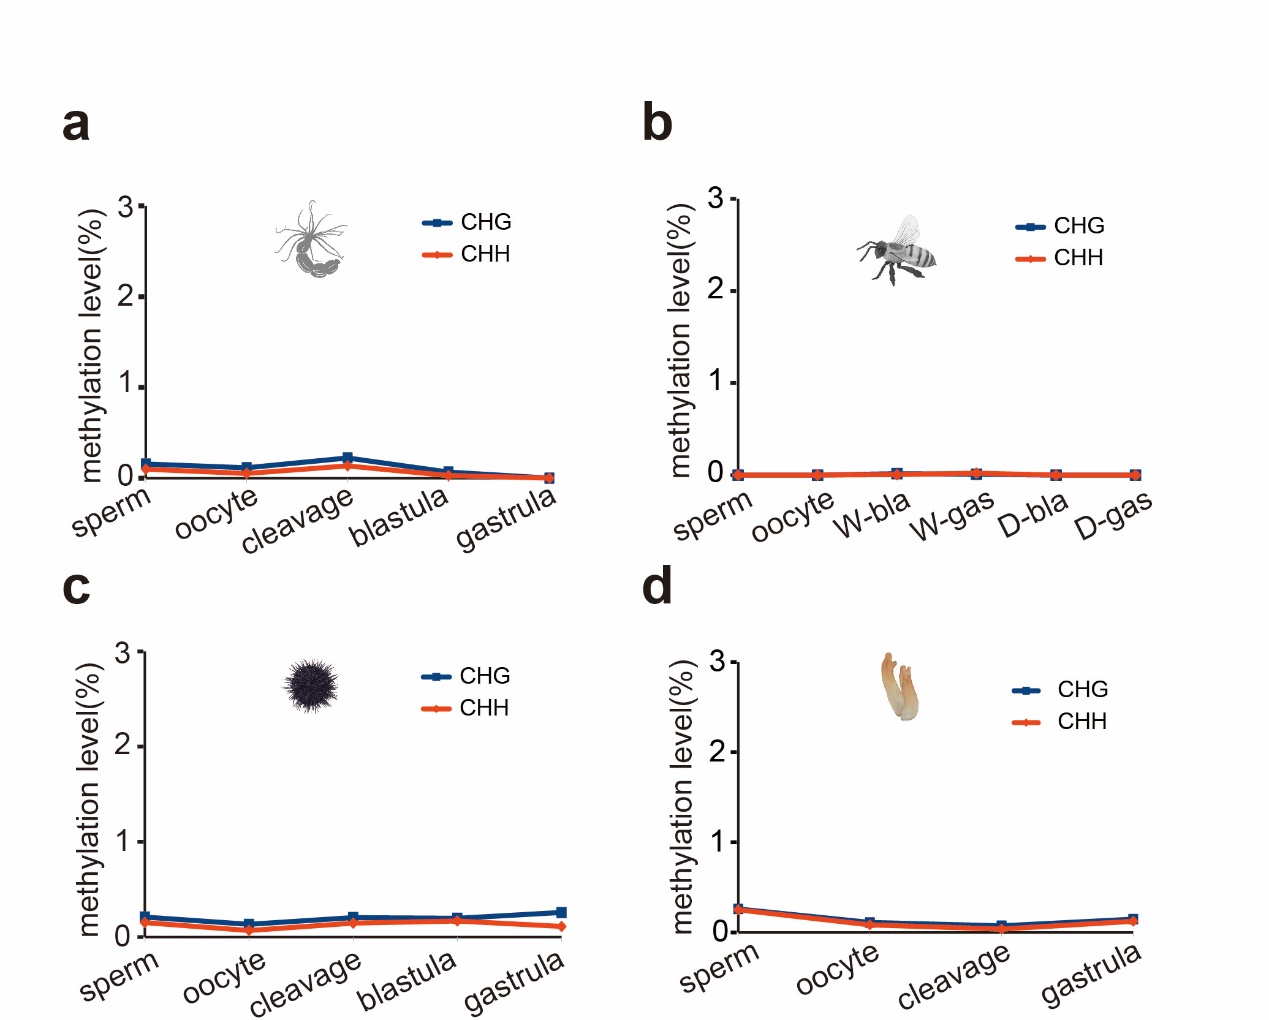

**Supplementary Fig. 4 | Non-CpG methylation in invertebrates**

**(a)-(d)**, Global methylation level of non-CpG in sea anemone**(a)**, honeybee**(b)**, sea urchin**(c)**, and ciona**(d)**, respectively.

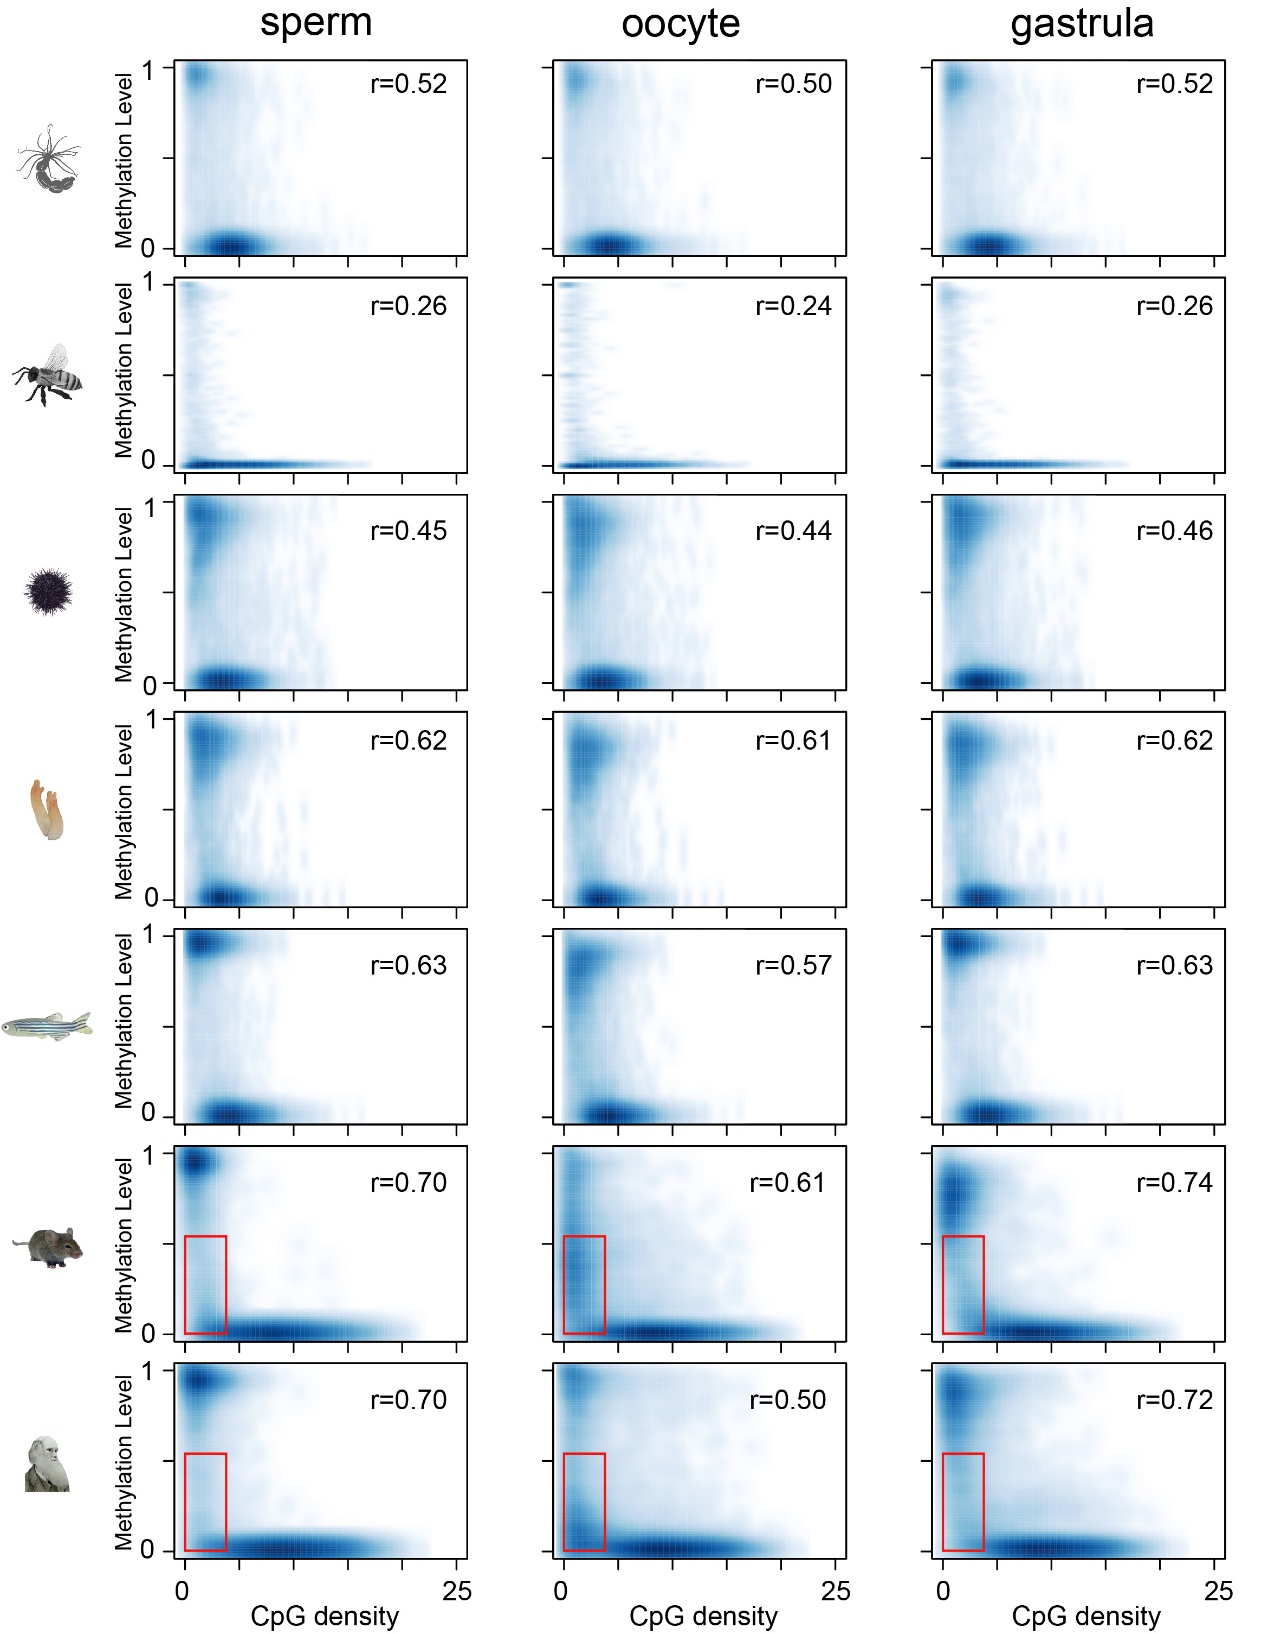

**Supplementary Fig. 5 | The scatterplots of DNA methylation levels and the CpG densities of promoter regions**

Scatterplots of CpG densities and methylation levels of promoter regions. The Pearson correlation coefficients (r) between CpG densities and DNA methylation levels across every sample were calculated and are included on the top right corner of each panel. Red boxes indicate promoters which have low CpG densities and low methylation levels.

**
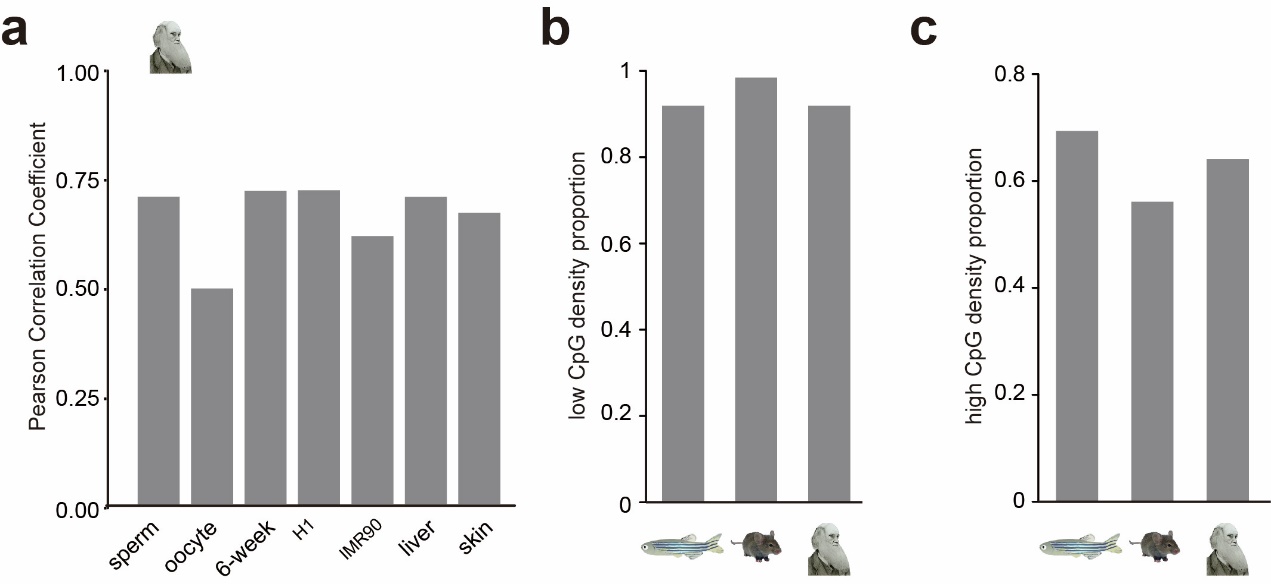
**

**Supplementary Fig. 6 | CpG density and DNA methylation.**

**(a),** Pearson correlation coefficient between CpG methylation level and CpG density in human tissues and cell types. **(b),** The proportion of low CpG density promoters among oocyte-specific hypomethylated promoters (versus sperm) in vertebrates. CpG density <=(3 CpGs / 100bp) is regarded as low CpG density. **(c),** The proportion of high CpG density promoters among oocyte-specific hypermethylated promoters (versus sperm) in vertebrates. CpG density > (3 CpGs / 100bp) is regarded as high CpG density.

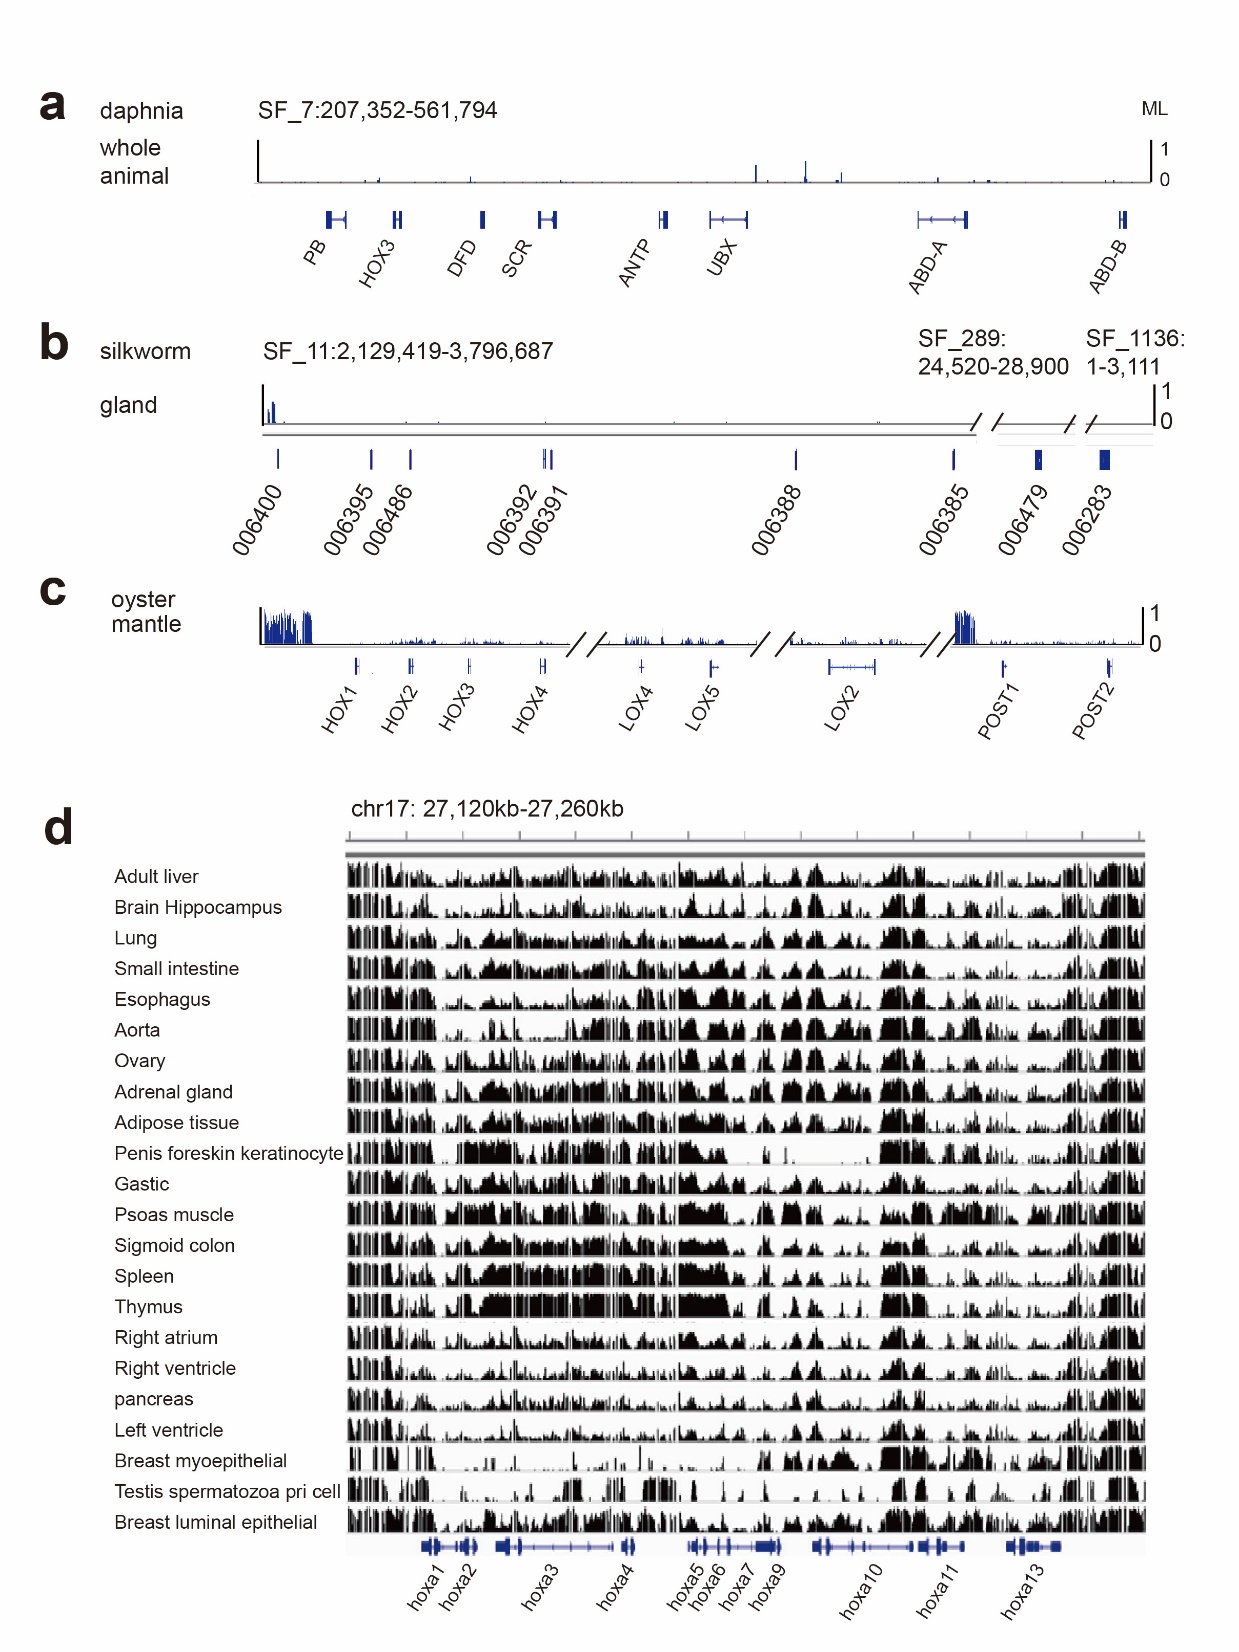

**Supplementary Fig. 7 | Methylation of HOX gene clusters of tissues in animals.**

**(a)**-(**c),** Genomic snapshots showing methylation at HOX gene clusters in daphinia, silkworm, and oyster, respectively. Oblique lines represent regions of HOX cluster that are non-contiguous or interrupted. The genomic coordinates of HOX gene fragments of oyster are in scaffold (SF) of SF_801:225,631-461,880, SF_145:664615-819314, SF_247:132,164-159,564, SF_1179:618,582-869,086, respectively. **(d),** Genomic snapshots showing methylation of HOXA gene cluster in different human organs.

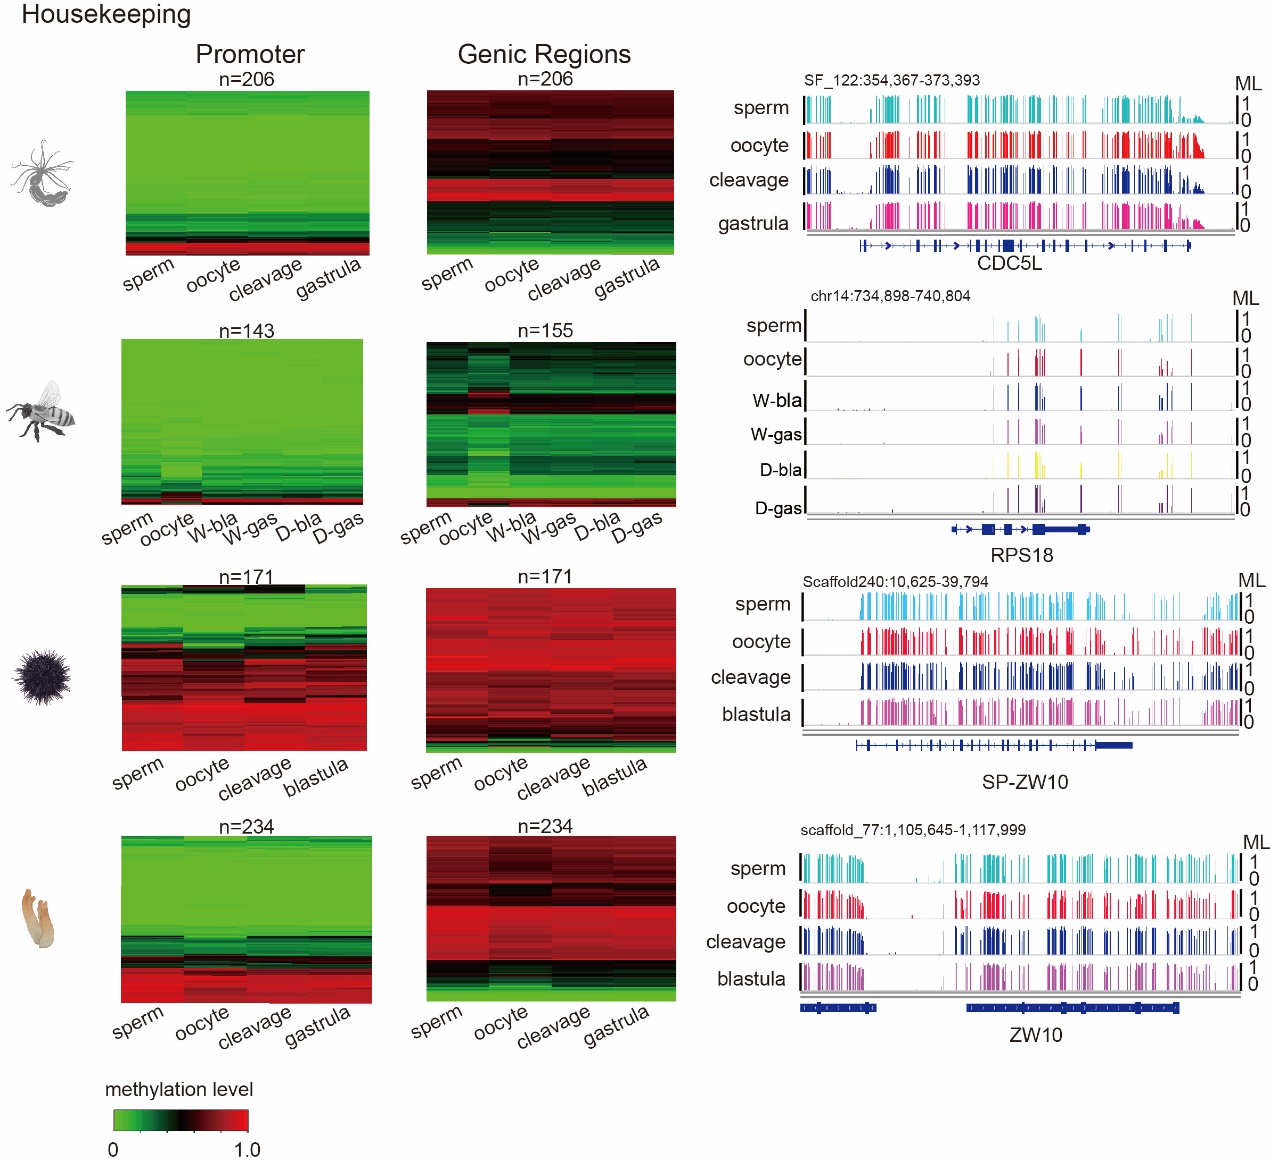

**Supplementary Fig. 8 | Reprogramming of housekeeping genes.** Heatmaps of the methylation reprogramming of promoters and genic regions of housekeeping genes from gametes to early embryos in different species. Unsupervised hierarchical cluster analysis was performed. “n” refers gene number. Genomic snapshots in the right panel show the methylation programming of housekeeping gene ZW10 or its paralog in different species.

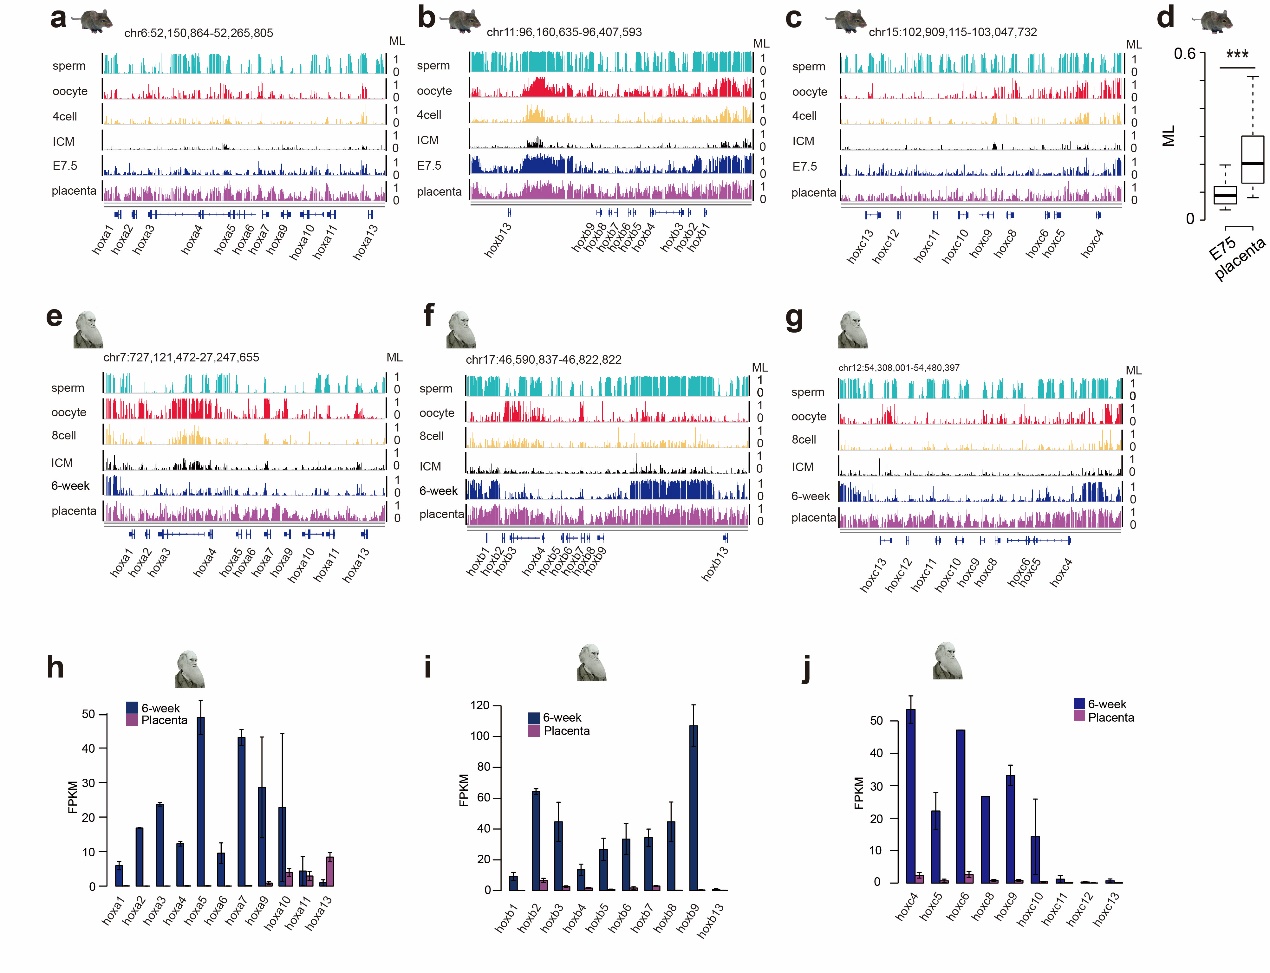

**Supplementary Fig. 9 | Methylation reprogramming and expression of HOX gene clusters. (a)**-(**c),** Genomic snapshots show methylation at three Hox gene clusters in mouse gametes, early embryos and placenta. **(d)**, Boxplots showing the methylation level differences between E7.5 embryos and placenta of HOX genes for promoter regions in mouse. P value was calculated by paired Wilcoxon signed-rank test. *** indicate *p* <0.001. **(e)-(g)**, Genomic snapshots show methylation at three HOX gene clusters regions in human gametes, early embryos and placenta. **(h)-(j)**, Normalized expression levels of HOX genes in human 6-week embryos and placenta.
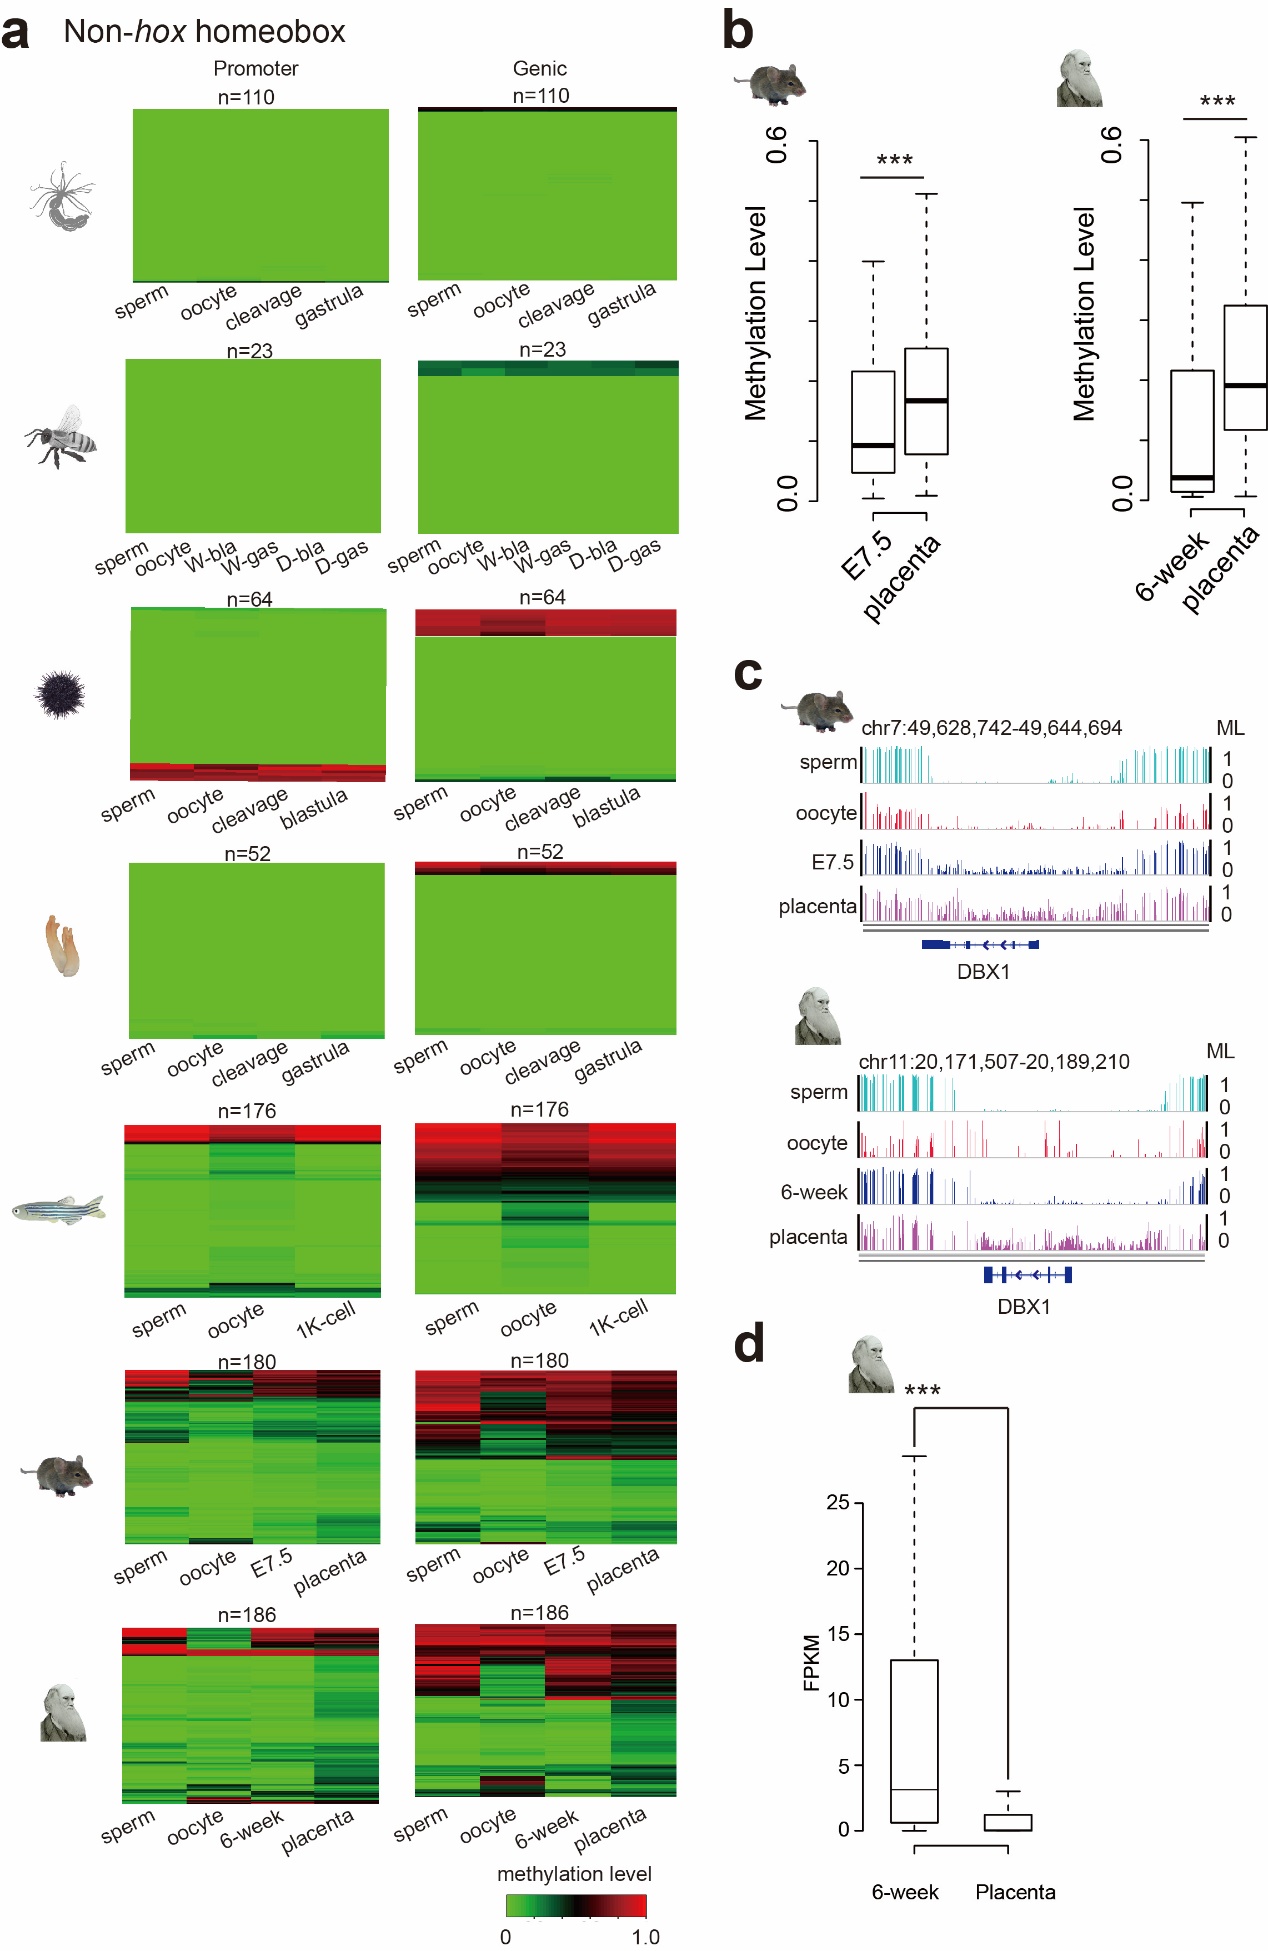

**Supplementary Fig. 10 | DNA methylation reprogramming and expression of non-Hox homeobox genes.**

**(a)**, Heatmaps of the methylation reprogramming of promoters and genic regions of non-Hox homeobox genes from gametes to early embryos for different species. **(b),** Boxplots showing the methylation level differences between 6-week or E7.5 embryos and placenta of non-HOX homeobox genes for promoter regions in mouse and human. P value was calculated by paired Wilcoxon signed-rank test. *** indicate *p* <0.001. **(c)**, Methylation reprogramming of a homeobox gene *DBX1* in oocytes, sperm, and E7.5/6-week embryos of mouse and human, respectively. **(d)**, Boxplots showing gene expression for non-Hox homeobox genes in human 6-week embryo and placenta. P value was calculated by paired Wilcoxon signed-rank test. *** indicate *p* <0.001.

**
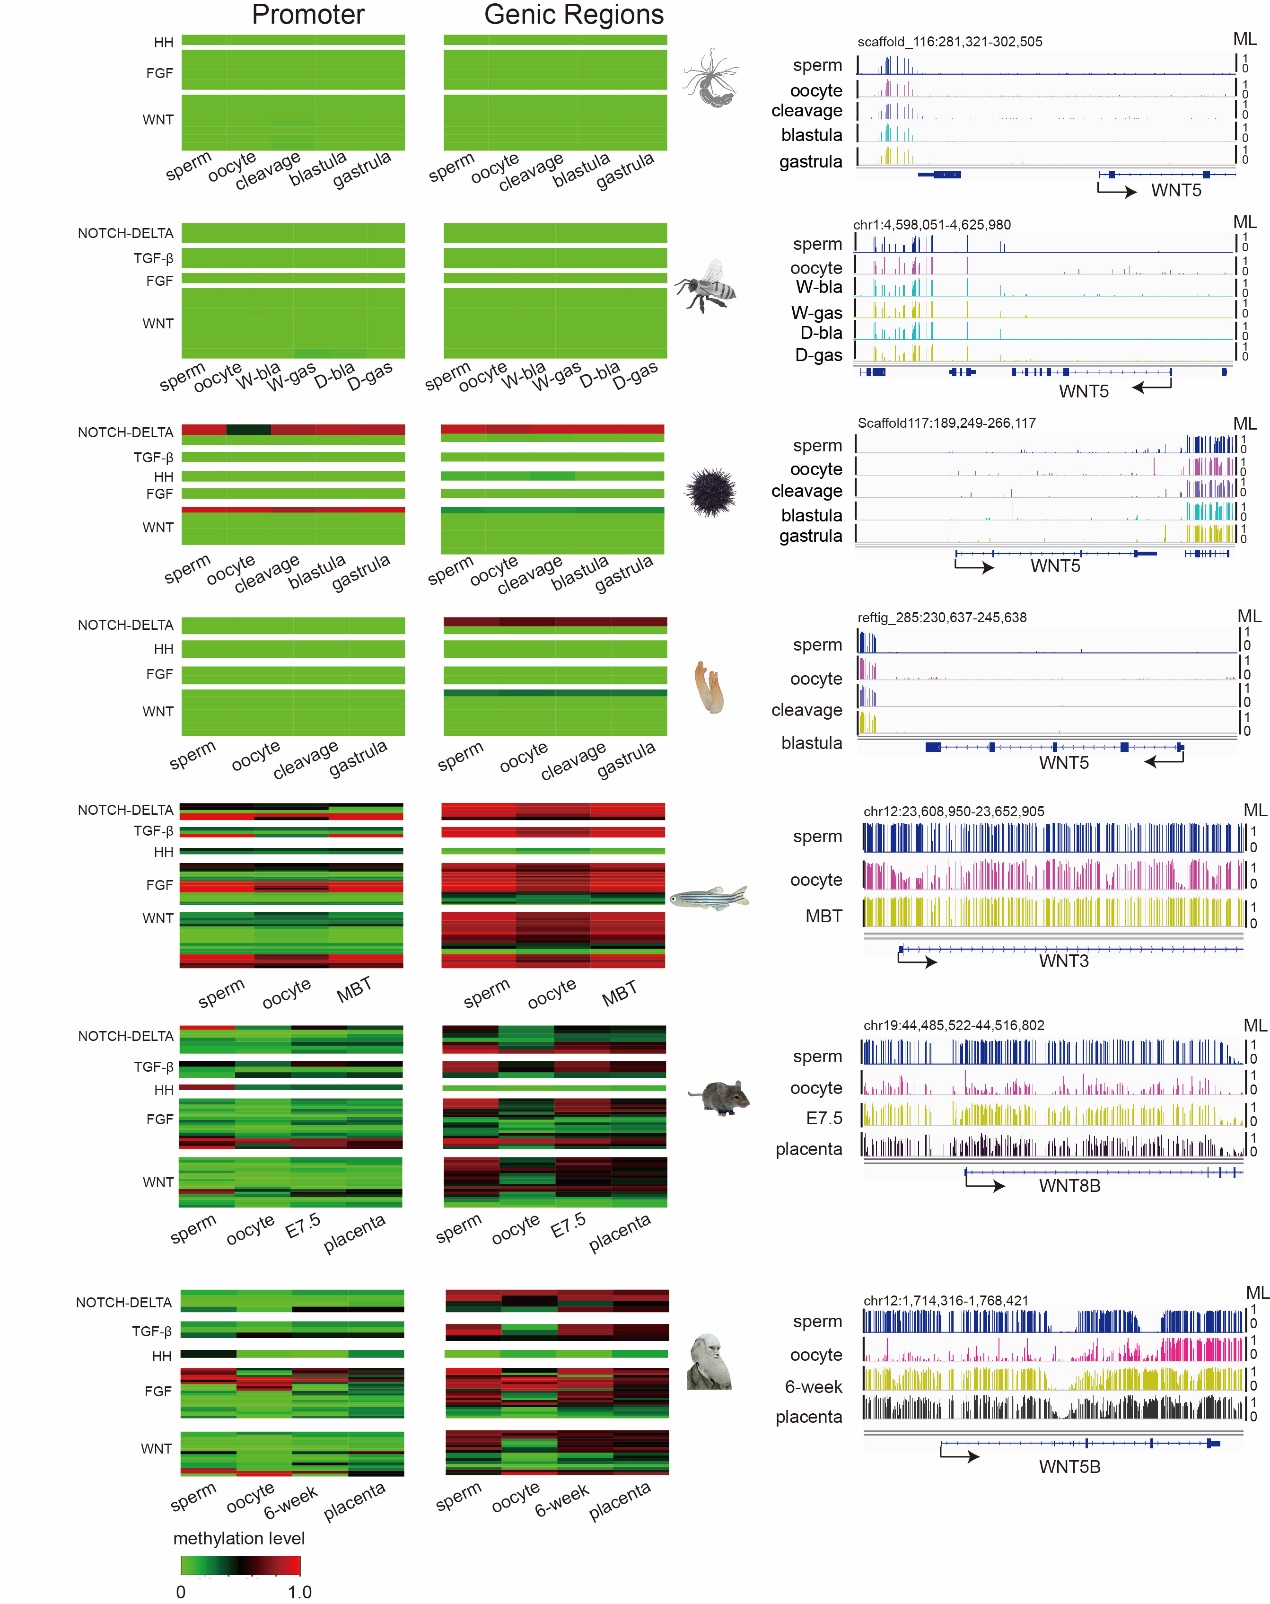
**

**Supplementary Fig. 11| Methylation of conserved signaling genes in different taxa.** Left panel, heatmaps of the average methylation level of promoter regions and genic regions of the signaling genes in sperm, oocytes and early embryos across different species. Unsupervised hierarchical cluster analysis was performed. Right panel, genomic snapshots displaying methylation dynamics of WNT genes in different species.

**
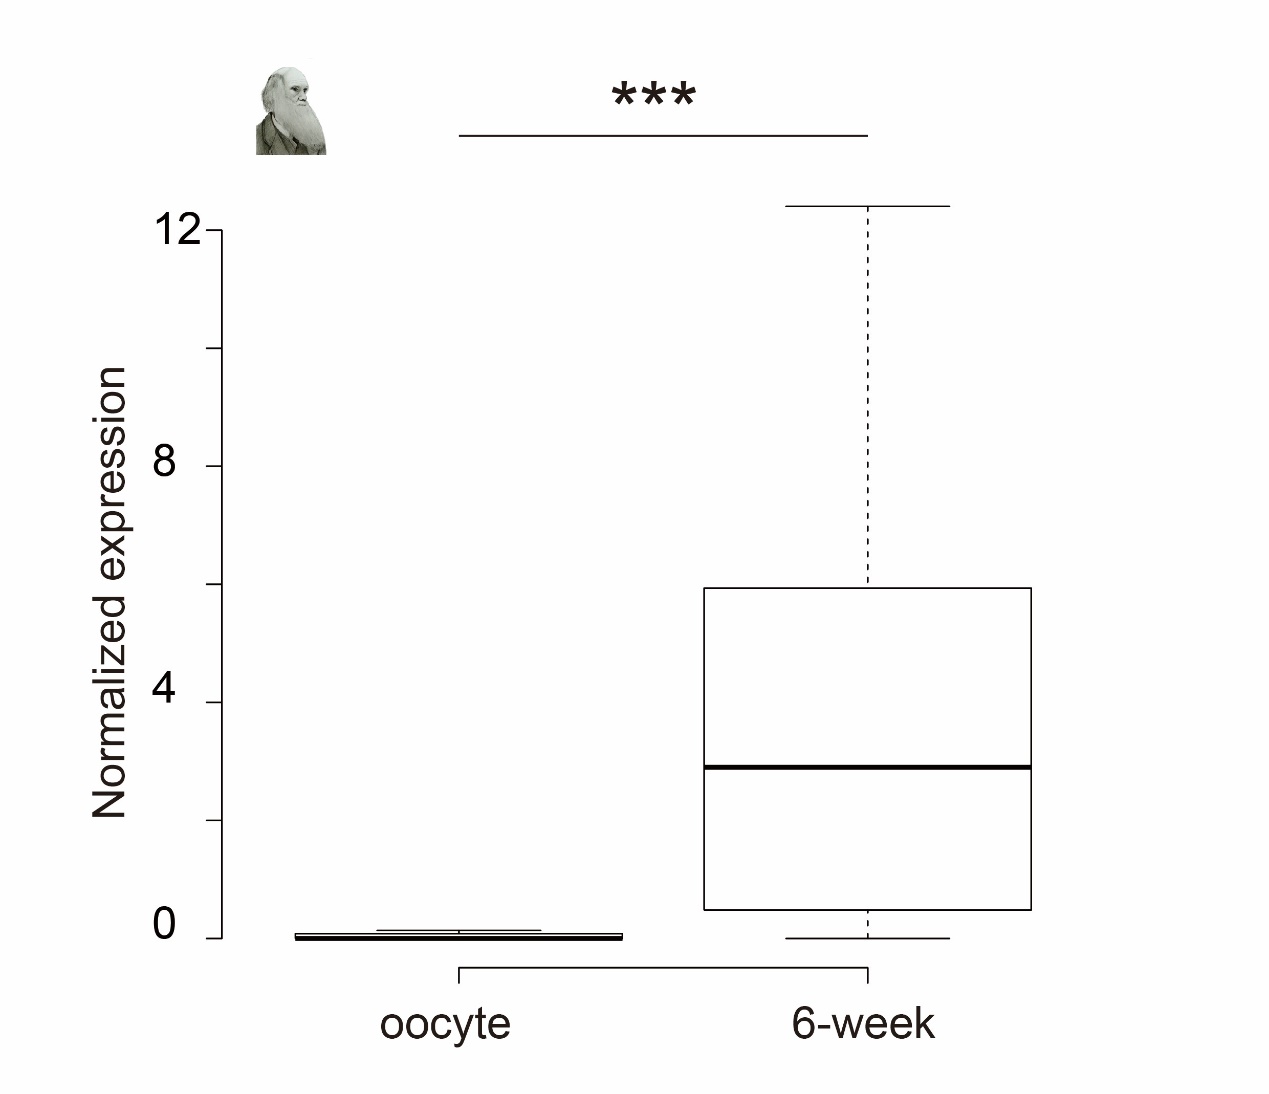
**

**Supplementary Fig. 12 | Expression of signaling genes in human.**

Boxplots showing gene expression for signaling genes in human oocytes and 6-week embryos. P value was calculated by paired Wilcoxon signed-rank test. *** indicate *p* <0.001.

**Table S1. Summary of Whole Genome Bisulfite Sequencing**

| species | stage | replicate | BSCR  (%) | Methylation Level | Coverage  (%) | depth |
| --- | --- | --- | --- | --- | --- | --- |
| Sea anemone | sperm | Fl | 99.2 | 0.108 | 87.88 | 31.85 |
|  |  | Ma | 99.1 | 0.122 | 84.89 | 9.56 |
|  | egg | Fl | 99.2 | 0.105 | 86.26 | 23.97 |
|  | cleavage | Fl | 99 | 0.104 | 87.3 | 15.16 |
|  |  | Ma | 99.1 | 0.133 | 79.1 | 7.34 |
|  | blastula | Fl | 99.3 | 0.105 | 89.5 | 40.99 |
|  |  | Ma | 99.1 | 0.129 | 81.33 | 10.67 |
|  | gastrula | Fl | 98.8 | 0.101 | 90.31 | 36.21 |
| Honey bee | sperm | rep1 | 99.3 | 0.007 | 97.47 | 47.85 |
|  |  | rep2 | 99.2 | 0.006 |  |  |
|  | oocyte | rep1 | 99.4 | 0.006 | 92.17 | 4.66 |
|  |  | rep2 | 99.1 | 0.005 |  |  |
|  | worker_ | rep1 | 99.3 | 0.007 | 97.3 | 21.68 |
|  | blastoderm | rep2 | 99.2 | 0.006 |  |  |
|  | drone_ | rep1 | 99.3 | 0.007 | 97.05 | 23.72 |
|  | blastoderm | rep2 | 99.2 | 0.007 |  |  |
|  | worker_ | rep1 | 99.1 | 0.006 | 98.28 | 59.23 |
|  | gastrulation | rep2 | 99.2 | 0.006 |  |  |
|  | drone_ | rep1 | 99.2 | 0.007 | 95.42 | 16.7 |
|  | gastrulation | rep2 | 99.2 | 0.007 |  |  |
| sea urchin | sperm | rep1 | 99.3 | 0.253 | 74.76 | 24.02 |
|  |  | rep2 | 99.3 | 0.267 |  |  |
|  | oocyte | rep1 | 99.2 | 0.224 | 71.76 | 9.59 |
|  |  | rep2 | 99.4 | 0.243 |  |  |
|  | cleavage | rep1 | 99.2 | 0.244 | 79.28 | 20.87 |
|  |  | rep2 | 99.4 | 0.256 |  |  |
|  | blastula | rep1 | 99.4 | 0.253 | 73.43 | 10.84 |
|  |  | rep2 | 99.3 | 0.251 |  |  |
|  | gastrula | rep1 | 99.4 | 0.249 | 71.27 | 8.31 |
|  |  | rep2 | 99.4 | 0.252 |  |  |
| sea squirt | sperm | rep1 | 99.4 | 0.284 | 99.19 | 64.16 |
|  |  | rep2 | 99.2 | 0.278 |  |  |
|  |  | rep3 | 99.3 | 0.287 |  |  |
|  | oocyte | rep1 | 99.5 | 0.264 | 98.46 | 40.57 |
|  |  | rep2 | 99.2 | 0.254 |  |  |
|  |  | rep3 | 99.2 | 0.259 |  |  |
|  | cleavage | rep1 | 99.5 | 0.26 | 99.38 | 84.09 |
|  |  | rep2 | 99.2 | 0.277 |  |  |
|  |  | rep3 | 99.5 | 0.279 |  |  |
|  | gastrula | rep1 | 99.5 | 0.272 | 98.21 | 55.11 |
|  |  | rep2 | 99.4 | 0.273 |  |  |

“BSCR” refers the bisulfite conversion rate (1- bisulfite non-conversion rate). 

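Supplementary Table S1 lists the methylation level after subtraction of the non-conversion rate and the bisulfite conversion rate for each replicate, and the share of CpGs covered and the depth over all CpGs once for each stage, or for each population of a stage in sea anemone. Levels computed from the deposited counts differed from the mean of its replicates by -0.00544 in sea urchin sperm, the largest difference, and by 0.00483 in sea squirt oocytes. The depth computed from the counts, over the number of CpGs that the table and the other stages imply, was 0.991 to 1.00 times that of the table in 21 of 22 sets of calls. For sea urchin blastula, it was 1.77 times that of the table. Over its 41 rows, the paper's conversion rates have a mean of 99.3% and lie between 98.8% and 99.5%, with an SD of 0.146.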

“Fl” refers samples are sampled from Florida, and “Ma” refers samples are sampled from Massachusetts.

**Table S2. Pearson Correlation Coefficients between Replicates. (Excel file)**

**Table S3. GO Enrichment Analyses for Differentially Methylated Promoters. (Excel file)**

**References:**

1 Stefanik, D. J., Friedman, L. E. & Finnerty, J. R. Collecting, rearing, spawning and inducing regeneration of the starlet sea anemone, Nematostella vectensis. *Nature protocols* **8**, 916-923, doi:10.1038/nprot.2013.044 (2013).

2 Layden, M. J., Rottinger, E., Wolenski, F. S., Gilmore, T. D. & Martindale, M. Q. Microinjection of mRNA or morpholinos for reverse genetic analysis in the starlet sea anemone, Nematostella vectensis. *Nature protocols* **8**, 924-934, doi:10.1038/nprot.2013.009 (2013).

3 Fritzenwanker, J. H., Genikhovich, G., Kraus, Y. & Technau, U. Early development and axis specification in the sea anemone Nematostella vectensis. *Developmental biology* **310**, 264-279, doi:10.1016/j.ydbio.2007.07.029 (2007).

4 Paynter, E. *et al.* Flow cytometry as a rapid and reliable method to quantify sperm viability in the honeybee Apis mellifera. *Cytometry. Part A : the journal of the International Society for Analytical Cytology* **85**, 463-472, doi:10.1002/cyto.a.22462 (2014).

5 E.J., D. *The honeybee embryo*. 183-217 (Crowell Press, 1967).

6 Ronglin Yu, S. W. O. Early developmental processes in the fertilised honeybee (Apis mellifera) oocyte. *Journal of Insect Physiology* **45**, 763–767 (1999).

7 Stepicheva, N. A. & Song, J. L. High throughput microinjections of sea urchin zygotes. *Journal of visualized experiments : JoVE*, e50841, doi:10.3791/50841 (2014).

8 Christiaen, L., Wagner, E., Shi, W. & Levine, M. Isolation of sea squirt (Ciona) gametes, fertilization, dechorionation, and development. *Cold Spring Harbor protocols* **2009**, pdb prot5344, doi:10.1101/pdb.prot5344 (2009).

9 Jiang, L. *et al.* Sperm, but not oocyte, DNA methylome is inherited by zebrafish early embryos. *Cell* **153**, 773-784, doi:10.1016/j.cell.2013.04.041 (2013).

10 Wang, L. *et al.* Programming and inheritance of parental DNA methylomes in mammals. *Cell* **157**, 979-991, doi:10.1016/j.cell.2014.04.017 (2014).

11 Krueger, F. & Andrews, S. R. Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. *Bioinformatics* **27**, 1571-1572, doi:10.1093/bioinformatics/btr167 (2011).

12 Smit, A. F. A. Interspersed repeats and other mementos of transposable elements in mammalian genomes. *Current Opinion in Genetics & Development* **9**, 657-663, doi:<http://dx.doi.org/10.1016/S0959-437X(99)00031-3> (1999).

13 Wu, H. *et al.* Detection of differentially methylated regions from whole-genome bisulfite sequencing data without replicates. *Nucleic Acids Research* **43**, e141-e141, doi:10.1093/nar/gkv715 (2015).

14 Huang, D. W., Sherman, B. T. & Lempicki, R. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature protocols* **4**, 44, doi:10.1038/nprot.2008.211

<https://www.nature.com/articles/nprot.2008.211#supplementary-information> (2008).

15 Hosack, D. A., Dennis, G., Sherman, B. T., Lane, H. C. & Lempicki, R. A. Identifying biological themes within lists of genes with EASE. *Genome biology* **4**, 1-8, doi:10.1186/gb-2003-4-10-r70 (2003).

How the deposited data were processed for this re-analysis (not part of the article)

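DNA methylation of sperm, oocytes and early embryos of sea anemone, honey bee, sea urchin and sea squirt was measured by WGBS. The authors deposited, for each of 22 samples, the counts of reads with and without methylation at every covered CpG, after trimming with Trimmomatic, alignment with Bismark to the assembly of the species together with lambda DNA, removal of duplicates, clipping of overlapping read pairs with bamUtil and extraction of methylation calls. They also deposited the methylation level of each CpG as a fraction, which equals the reads with methylation over all reads of the CpG within 5e-05 in sea anemone and within 5.55e-16 in the other species, and is not corrected for bisulfite non-conversion. The versions of these tools are not given in the paper's text or supplement. According to the sample labels, the counts of a stage with more than 1 replicate pool its replicates. Samples were grouped by species, stage and, for sea anemone, population, as the labels and the paper give them.

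Global methylation levels are means over CpGs with at least 1 read, minus the non-conversion rate of Supplementary Table S1, averaged over its replicates. Stages were compared over CpGs with at least 5 reads in both, with 95% binomial intervals by the normal approximation and intervals from 1000 resamplings of 100-kb blocks. Both cover counting or the choice of regions only, and neither the spread between animals nor that between libraries. Windows of 1000 bp with at least 3 CpGs were compared by Fisher's exact test on reads, with Benjamini-Hochberg adjustment, and counted at an adjusted p below 0.05 and a difference of mean levels of at least 0.2. The difference of 0.2 and the minimum of 3 CpGs follow the paper's methods for invertebrates, which used DSS. DSS was not used here, and windows stand in for its regions. The test compares pairs of libraries and not conditions. The mosaic pattern and CpG density were described in windows with at least 5 CpGs, where windows below 0.2 are unmethylated and windows above 0.8 are methylated. CpG density is the number of CpGs listed for any stage of the species. Named regions are those whose coordinates the paper prints in its figures, and per species the 2 windows with the largest difference in each direction with at least 10 CpGs, which was fixed before the data were examined. Their levels were set against 1000 random regions of the same length. Coordinates are on the assemblies used by the authors and are counted from 1, where the deposited starts were taken to count from 0.

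The number of reads over CpGs ranged from 47356912 to 601450469 per sample, and the share of CpGs with at least 5 reads from 52.5% in honey bee oocytes to 98.0% in honey bee worker gastrula. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. The windows test was tested on simulated data at the real depths, with 200 windows changed by 0.3. It found 182 of them between sperm and oocytes of sea anemone with 1 unchanged window counted, 52 in honey bee with 0, 160 in sea urchin with 12 and 192 in sea squirt with 0. The simulation holds counting noise only and lowered the level in oocytes alone. Its low counts of unchanged windows therefore say nothing about differences between animals or libraries. Alternatives were tried for the minimum number of reads and CpGs, the weighting of CpGs, the CpGs compared, depth, non-conversion, window size, minimum difference, p-value, class bounds and correlation coefficient. Promoters, gene bodies and other genomic elements, non-CpG methylation, gene ontology and the vertebrates of the paper were not analysed here. The sea squirt regions of Fig. 1c and Fig. 4d were not analysed here, as their scaffold names could not be matched to those of the calls, and the sea anemone region of Fig. 1c was left out because its label was not clear.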

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

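The alternatives with pooled reads, and the tests of read depth, of bisulfite non-conversion and of a single mixing share were chosen only after the result was seen, and the bounds used to read all tests here were also set then.

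In sea anemone from Florida, embryos had lower methylation levels than sperm over the CpGs with at least 5 reads in both, while embryos from Massachusetts had higher levels than sperm. Cleavage minus sperm was -0.00243 in Florida and 0.0107 in Massachusetts. Blastula minus sperm was -0.00479 in Florida and 0.00726 in Massachusetts, and gastrula minus sperm was -0.00318 in Florida. The opposite directions in the 2 populations drew attention to these values, but they depend on the weighting of CpGs. With reads pooled over CpGs, blastula minus sperm was -0.00104 in Florida and 0.000562 in Massachusetts. After subtraction of non-conversion rates as well, it was -3.78e-05 in Florida. At cleavage, pooled reads alone kept the opposite directions and widened the difference in Florida. The pooled level was 0.103 at cleavage against 0.114 in sperm in Florida, and 0.140 against 0.131 in Massachusetts. Without CpGs above 5 times the median depth and with pooled reads, cleavage minus sperm in Florida was 0.000711, the same direction as the 0.0106 in Massachusetts. What follows holds for the mean over CpGs. The difference between the populations was not tested, as each stage of a population has 1 set of counts.

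Unequal read depth is argued against, since after thinning to equal reads, cleavage minus sperm was 0.0108 in Massachusetts and -0.00247 in Florida. Bisulfite non-conversion is argued against as well: after subtraction of the rates, the differences in Florida were -0.00443 at cleavage, -0.00379 at blastula and -0.00718 at gastrula. The stages from Massachusetts have equal rates, so that subtraction moves nothing there.

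A candidate explanation is that the sperm calls from Massachusetts hold a mixture of Florida-like and Massachusetts-like DNA. In windows where the 2 sets of blastula calls differ by at least 0.5, the position of each other set was computed with Florida blastula at 0 and Massachusetts blastula at 1. Sperm from Massachusetts had a median position of 0.590 in 3942 windows higher in Massachusetts and of 0.576 in 361 windows lower in Massachusetts, and 79.4% and 75.6% of these windows lay between 0.25 and 0.75. Cleavage embryos from Massachusetts had median positions of 1.014 and 0.987, and sperm from Florida had 0.00175 and -0.0217. These positions are consistent with a mixture, since they are alike in both directions, but the result was found and tested on the same data.

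Whether 1 mixing share would hold for every window stays open. The interquartile range of the positions was 3.18 times that simulated from 1 share in windows higher in Massachusetts and 3.53 times in windows lower there, but the simulation holds counting noise only. Massachusetts cleavage, with its median close to 1, also spread, with quartiles of 0.947 and 1.080 in windows higher in Massachusetts, so that 1 share and a share that varies cannot be told apart. At single CpGs that read as sequence variants between the populations, sperm from Massachusetts had a median position of 0.471 at 12 CpGs low in Massachusetts and of 0.624 at 14 CpGs low in Florida. With so few CpGs and no read sequences, a mixture of DNA of different sequence and 1 population with intermediate methylation cannot be told apart. A mixture with 1 share or with a share that varies between regions, as from animals that differ among themselves, stays open. So do sperm from animals other than the parents of the embryos, and a biological change of methylation between sperm and embryo that differs between the populations, none of which was tested.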

How the results depend on the processing

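The alternatives were chosen before the data were examined, apart from those without CpGs above 5 times the median depth, with or without pooling of reads, and all those of embryo minus sperm methylation level, which were chosen only after the results were seen. The counting intervals are narrow, so that most alternatives moved a value beyond them. The cause of the changes was not tested, except for that of pooled reads in sea squirt oocytes. No paired analysis was possible because the deposited counts pool the replicates of each stage. The planned analysis of promoters and gene bodies was not run, since no annotation of the assemblies was used.

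Sperm minus oocyte methylation level stayed above 0 under every alternative in sea anemone, sea urchin and sea squirt, between 0.00353 and 0.00877 in sea anemone, 0.0197 and 0.0343 in sea urchin, and 0.0197 and 0.0627 in sea squirt. In honey bee, where it was 0.000660, it changed sign when reads were pooled over CpGs. With pooled reads it was 0.00877 in sea anemone, -0.000592 in honey bee, 0.0343 in sea urchin and 0.0627 in sea squirt. Pooled without CpGs above 5 times the median depth, it was 0.00518 in sea anemone, -0.000614 in honey bee, 0.0287 in sea urchin and 0.0197 in sea squirt, and the mean over CpGs without them was 0.0218 in sea squirt. Over CpGs with at least 1 read in both, it was 0.000880 in honey bee, 0.0204 in sea urchin and 0.0222 in sea squirt, and with at least 10 reads 0.000479 in honey bee, 0.0198 in sea urchin and 0.0205 in sea squirt. With each stage averaged over its own covered CpGs, it was 0.00371 in sea anemone, 0.000924 in honey bee, 0.0205 in sea urchin and 0.0229 in sea squirt. Thinning the deeper library to the reads of the shallower gave 0.000414 in honey bee, 0.0204 in sea urchin and 0.0215 in sea squirt. Over CpGs with at least 5 reads in every stage, it was 0.00353 in sea anemone, 0.0200 in sea urchin and 0.0214 in sea squirt. Subtraction of the non-conversion rate changed nothing, as the rates of sperm and oocytes are equal in every species, and says nothing about stability.

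Massachusetts minus Florida methylation level stayed above 0 at every stage and under every alternative. It was 0.0151 for sperm and 0.0296 for cleavage with at least 1 read, and 0.0158 for sperm, 0.0286 for cleavage and 0.0278 for blastula with at least 10 reads. Pooled reads gave 0.0163 for sperm, 0.0376 for cleavage and 0.0179 for blastula, and 0.0165 for sperm, 0.0264 for cleavage and 0.0179 for blastula without very deep CpGs. It was 0.0141 for sperm, 0.0287 for cleavage and 0.0268 for blastula with each set averaged over its own CpGs, and 0.0150 for sperm, 0.0290 for cleavage and 0.0280 for blastula after thinning.

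Embryo minus sperm methylation level of sea anemone kept its sign under each alternative except 1. With pooled reads without CpGs above 5 times the median depth, it was in Florida 0.000711 for cleavage, -0.000761 for blastula and -0.00332 for gastrula and in Massachusetts 0.0106 for cleavage and 0.000666 for blastula, so that cleavage in Florida changed sign. With pooled reads, it was in Florida -0.0117 for cleavage, -0.00104 for blastula and -0.00307 for gastrula and in Massachusetts 0.00960 for cleavage and 0.000562 for blastula, and after subtraction of the non-conversion rates as well in Florida -0.0137 for cleavage, -3.78e-05 for blastula and -0.00707 for gastrula and in Massachusetts 0.00960 for cleavage and 0.000562 for blastula. The blastula differences thus came close to 0 with pooled reads in both populations. Subtraction alone gave in Florida -0.00443 for cleavage, -0.00379 for blastula and -0.00718 for gastrula, and moved nothing in Massachusetts, where the rates are equal. It was in Florida -0.00232 for cleavage, -0.00474 for blastula and -0.00308 for gastrula and in Massachusetts 0.0114 for cleavage and 0.00783 for blastula with at least 1 read, and in Florida -0.00251 for cleavage, -0.00483 for blastula and -0.00324 for gastrula and in Massachusetts 0.0105 for cleavage and 0.00704 for blastula with at least 10. With each stage over its own CpGs, it was in Florida -0.00469 for blastula and in Massachusetts 0.0121 for cleavage and 0.00797 for blastula, and thinning the deeper library gave in Massachusetts 0.00719 for blastula.

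The mean global methylation level over the stages of a species was 0.113 in sea anemone, 0.00632 in honey bee, 0.248 in sea urchin and 0.274 in sea squirt. The order of the species held under each alternative except pooled reads. It was 0.114 in sea anemone, 0.00617 in honey bee, 0.248 in sea urchin and 0.270 in sea squirt with at least 5 reads per CpG, and 0.114 in sea anemone, 0.00581 in honey bee, 0.246 in sea urchin and 0.262 in sea squirt with at least 10. Without subtraction of the non-conversion rate, it was 0.122 in sea anemone, 0.0141 in honey bee, 0.255 in sea urchin and 0.281 in sea squirt. With pooled reads, it was 0.110 in sea anemone, 0.00571 in honey bee, 0.240 in sea urchin and 0.191 in sea squirt, with sea squirt below sea urchin. Over CpGs read in every stage, it was 0.113 in sea anemone, 0.00634 in honey bee, 0.251 in sea urchin and 0.273 in sea squirt.

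The mean share of CpGs at or below 0.1 was 83.5% in sea anemone, 98.9% in honey bee, 67.0% in sea urchin and 64.9% in sea squirt with at least 10 reads, and 83.1% in sea anemone, 98.1% in honey bee, 66.6% in sea urchin and 63.5% in sea squirt with at least 1. The mean share above 0.9 was 6.30% in sea anemone, 0.347% in honey bee, 14.2% in sea urchin and 12.5% in sea squirt with at least 10 reads, and 6.61% in sea anemone, 0.402% in honey bee, 15.3% in sea urchin and 13.7% in sea squirt with at least 1.

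With bounds of 0.1 and 0.9, the mean share of unmethylated windows was 72.2% in sea anemone, 94.8% in honey bee, 55.9% in sea urchin and 50.0% in sea squirt, and that of methylated windows 9.41% in sea anemone, 0.412% in honey bee, 7.39% in sea urchin and 6.82% in sea squirt. In 2000-bp windows, these shares were 73.2% in sea anemone, 94.6% in honey bee, 55.9% in sea urchin and 51.9% in sea squirt for unmethylated windows, and 13.8% in sea anemone, 0.462% in honey bee, 21.7% in sea urchin and 27.9% in sea squirt for methylated windows. With at least 3 CpGs per window, they were 73.6% in sea anemone, 95.1% in honey bee, 56.7% in sea urchin and 52.9% in sea squirt for unmethylated windows, and 16.0% in sea anemone, 1.20% in honey bee and 22.4% in sea urchin for methylated windows.

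The mean correlation of CpG density and methylation stayed negative in every species and under every alternative. It was -0.417 in sea anemone, -0.108 in honey bee and -0.372 in sea urchin as a Spearman coefficient, -0.483 in sea anemone, -0.345 in honey bee, -0.445 in sea urchin and -0.548 in sea squirt over 2000-bp windows, and -0.487 in sea anemone, -0.271 in honey bee and -0.402 in sea urchin with at least 10 reads per CpG. In honey bee oocytes alone, the Spearman coefficient was 0.0353, above 0, where the Pearson coefficient is negative. The mean correlation between stages, over all pairs and in sea anemone also over pairs across the populations, was 0.959 in sea anemone, 0.972 in honey bee, 0.969 in sea urchin and 0.993 in sea squirt. It was 0.958 in sea anemone, 0.964 in honey bee, 0.967 in sea urchin and 0.994 in sea squirt over 2000-bp windows, and 0.958 in sea anemone, 0.925 in honey bee, 0.974 in sea urchin and 0.993 in sea squirt with at least 10 reads.

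The mean level of the HOX regions was at most 0.0208 under each alternative. It was 0.0208 in sea urchin with at least 1 read, 0.00771 in honey bee and 0.0179 in sea urchin with at least 10 reads, and 0.00770 in honey bee and 0.0201 in sea urchin with pooled reads. In sea anemone, it moved by less than its counting interval.

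The number of windows that differ between sperm and oocytes depended on the window and on the minimum difference. With 500-bp windows, it was 10234 in sea anemone, 69055 in sea urchin and 6405 in sea squirt, and with 2000-bp windows 2075 in sea anemone, 116 in honey bee, 25811 in sea urchin and 782 in sea squirt. With a minimum difference of 0.3, it was 2029 in sea anemone, 109 in honey bee, 20663 in sea urchin and 451 in sea squirt. In honey bee, it also fell from 208 to 28 with at least 10 reads per CpG and to 8 after thinning of sperm, all 8 higher in sperm, and rose to 501 at an unadjusted p below 0.01. More windows were higher in sperm than in oocytes under each alternative in each species.

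For single sets of calls, and for the lowest correlation between stages of each species, 136 results had 404 values under the alternatives, of which 26 lay within the counting interval and 378 beyond it. Of the latter, 1 lay on the other side of 0, that of honey bee oocytes. The windows test found the fewest simulated changes between sperm and oocytes in honey bee. Of 200 simulated windows with a change of 0.3 at the real depths, it found 52 in honey bee. It found 182 in sea anemone, 160 in sea urchin and 192 in sea squirt. Depth was not varied, so that this simulation cannot name depth as the cause.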

Differences from the paper's values

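No test in this part was chosen after the results were seen.

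For sea urchin blastula, the depth over all CpGs of the assembly was 19.2 reads, and the paper's value in Supplementary Table S1 is 10.84. None of the alternatives chosen before the data were examined applies to this depth.

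For honey bee, the paper's text gives a methylation level of about 0.01 for all stages. The global level computed here was 0.00627 in sperm, 0.00534 in oocytes, 0.00654 in worker blastoderm and 0.00613 in worker gastrula, so that the paper's value was more than 1.5 times each of them. Without subtraction of the non-conversion rate, an alternative set before the data were examined, none of these 4 stages differs by this measure, with levels of 0.0138, 0.0128, 0.0140 and 0.0146. For worker blastoderm, the minimums of 5 and of 10 reads per CpG also bring the level within this range of the paper's, at 0.00667 with either. For worker gastrula, pooled reads do so, at 0.00793. Under the other alternatives of the same kind, the levels of these stages still differ. The paper's values for the same stages in Supplementary Table S1 are 0.0065, 0.0055, 0.0065 and 0.006, and those computed here do not differ from them by the same measure. The levels of drone blastoderm, 0.00680, and drone gastrula, 0.00683, do not differ from the text value of about 0.01 by this measure. With pooled reads, they do differ, at 0.00495 and 0.00666, as does drone blastoderm with at least 10 reads, at 0.00621.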

Other observations

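The tests of non-conversion between the sea anemone populations, of the depth of sea urchin blastula, the restriction of the sea anemone comparison to embryos from Florida and the comparison of the change with CpG density with that of other stages were chosen only after the results were seen, as were the bounds used to read the tests and the alternatives without very deep CpGs.

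Sea anemone from Massachusetts had a higher methylation level than sea anemone from Florida in each of 3 stages. Coverage of other CpGs is argued against, since the smallest difference over shared CpGs was 0.0155, that of sperm. After thinning to equal reads, the smallest difference was 0.0150, and after subtraction of non-conversion rates it was 0.0145, which argues against depth and non-conversion as the cause. CpGs that read as sequence variants, low in 1 population alone inside methylated windows, carried little of it: without them, the difference was 0.0153 for sperm, 0.0291 for cleavage and 0.0283 for blastula. Of the differences, 73.9% in sperm, 84.7% at cleavage and 79.4% at blastula lay in the windows that differ between the populations. The depth over all CpGs of the assembly was 0.991 to 0.992 times the paper's in the stages from Massachusetts and 1.00 times in those from Florida, for an unknown reason. A biological difference between the populations stays open as untested, as do other differences between the libraries.

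Sperm had higher methylation levels than oocytes in sea urchin and sea squirt. Lower depth of oocytes is argued against, as the difference after thinning was 0.0204 in sea urchin and 0.0215 in sea squirt. CpGs of very high depth are argued against too, since without them it was 0.0197 in sea urchin and 0.0218 in sea squirt. A uniform share of unmethylated DNA in the oocyte library would lower every methylated window by the same factor. The interquartile range of the ratio of oocyte to sperm level over windows methylated in sperm was 3.05 times that simulated from 1 factor in sea urchin and 2.00 times in sea squirt, but also 1.91 times in sea anemone, where the gametes differ little. The simulation holds counting noise only, so that this spread decides nothing. In windows methylated at cleavage, grouped by CpG density, the median ratio rose from 0.917 in the fourth of windows with the lowest density to 0.956 in that with the highest in sea urchin, and from 0.912 to 0.948 in sea squirt, with bootstrap intervals apart. The rise was 0.0389 in sea urchin and 0.0365 in sea squirt. The ratio also rose for each of the other stages compared with sperm, by 0.0232 in sea urchin blastula, 0.00855 in sea squirt gastrula and 0.0111 to 0.0144 in sea anemone oocytes, blastula and gastrula from Florida, so that part of such a rise is found between other libraries too. The larger rises of the oocytes argue against 1 factor of dilution as the whole cause. A share of other DNA that varies between regions, and a difference between gametes that goes with CpG density, stay open. In the paper's Supplementary Table S1, every sperm replicate is above every oocyte replicate in both species. In sea squirt, the means of 3 replicates each differ by 0.024, more than the SDs of 0.00458 in sperm and 0.00500 in oocytes, and the lowest sperm replicate is 0.278 and the highest oocyte replicate 0.264. In sea urchin, the means of 2 replicates each differ by 0.0265, with SDs of 0.00990 in sperm and 0.0134 in oocytes. The exact permutation p of 0.333 in sea urchin and 0.1 in sea squirt is the smallest that the number of replicates allows, so that this test says nothing for or against chance.

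In sea squirt oocytes, the level with reads pooled over CpGs was 0.161, far below the mean over CpGs of 0.271. The 2.52% of CpGs with more than 5 times the median depth held 41.8% of the reads, and without them the pooled level was 0.227. This closes most of the gap in oocytes, and leaves a few CpGs of very high depth as a candidate for its main cause. In the other sets of calls of sea squirt, leaving such CpGs out closed a smaller part of the gap. The pooled level rose from 0.224 to 0.247 in sperm, against a mean over CpGs of 0.294. It rose from 0.190 to 0.232 at cleavage, against 0.279, and from 0.215 to 0.238 at gastrula, against 0.280. The remaining gaps were not explained. No biological explanation was tested.

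The calls of sea urchin blastula may pool the reads of blastula and gastrula. Their depth of 19.2 reads per CpG is 1.00 times the sum of 19.15 of the paper's depths for blastula, 10.84, and gastrula, 8.31, while 21 other sets of calls have depth ratios to their own stage of 0.991 to 1.00. They also cover 76.8% of CpGs, more than the paper's 73.43% for blastula and 71.27% for gastrula. If so, values given for blastula hold both stages. The match was found before it was tested, and gastrula calls of sea urchin were not analysed here.

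In windows that differ between sperm and oocytes after thinning of the deeper gamete alone, embryos that hold the mean of both gametes would lie at a position of 0.5, where oocytes are at 0 and sperm at 1. In sea anemone cleavage embryos from Florida, the median position was 0.500 in windows higher in sperm and 0.573 in those higher in oocytes. Both medians lay near the mean of both gametes, but single windows spread widely. By the bounds used above for sperm from Massachusetts, 50.4% and 46.4% of them lay in the middle of the range. Another 25.8% and 21.5% lay nearer oocytes, and 23.9% and 32.0% nearer sperm. The medians thus do not show that single windows hold the mean, and the share of counting noise in this spread was not tested. A difference between the gamete libraries that is noise on both sides would also give medians near the midpoint. At cleavage in sea urchin, the positions of 0.754 in windows higher in sperm and 0.244 in those higher in oocytes lay away from the mean, each median nearer the gamete with more methylation. At blastula, the median was 0.758 in the former and 0.439 in the latter. Of the windows higher in oocytes, only 28.3% lay in the middle of the range at blastula, with 38.8% nearer oocytes and 32.9% nearer sperm. The median of 0.439 thus does not describe single windows. Of the 2 windows of sea urchin with the largest difference in favour of oocytes, that on Scaffold4524, from 40001 to 41000, had 0.00389 in sperm and 0.988 in oocytes, but 0.223 at cleavage and 0.180 at blastula. The other, on Scaffold230 from 556001 to 557000, had 0.0342 at cleavage and 0.747 at blastula. At cleavage in sea squirt, the median positions of 0.683 and 0.674 lay away from the mean of both gametes too, both nearer sperm. The windows were chosen on the same gamete libraries that set the positions 0 and 1. An error in the oocyte library alone would also place embryos nearer sperm. Levels too low in either gamete library would place them nearer the gamete with more methylation. The cleavage positions in sea urchin and sea squirt thus cannot decide against the mean. In honey bee worker blastoderm, the median position was 0.442 over 8 windows, which are too few to tell.

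Gametes were also set against pairs of embryo stages with all stages of a species thinned to the lowest number of reads, which gives other counts of windows than thinning of the deeper gamete alone. In sea urchin, 38971 windows differed between sperm and oocytes, while 16569 differed between cleavage and blastula. In sea squirt, the numbers were 2472 and 497. Among sea anemone from Florida, 3349 windows differed between sperm and oocytes, and at most 129 between embryo stages. Pairs of embryos across the populations differed in more windows, up to 15573, so that the gametes do not stand out when these pairs are counted. For honey bee, 7 windows differed between sperm and oocytes and 51 between worker and drone gastrula, so that the gametes differed no more than this pair of embryos, while the other pairs of embryo stages differed in 0 to 8 windows. These counts have no replicates, and a difference between animals or libraries in place of one between stages was not tested.

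In honey bee, the window with the largest difference in favour of sperm, from 129001 to 130000 on GroupUn30, had a level of 0.420 in sperm, 0.00932 in oocytes and 0.00564 to 0.0226 in the embryos. The window with the largest difference in favour of oocytes, from 3615001 to 3616000 on chromosome 3, had 0.0134 in sperm, 0.397 in oocytes and 0.186 to 0.364 in the embryos. The window with the next largest difference in favour of sperm, from 12988001 to 12989000 on chromosome 3, had 0.717 in sperm, 0.315 in oocytes and 0.532 to 0.654 in the embryos. That in favour of oocytes, from 12502001 to 12503000 on chromosome 10, had 0.0829 in sperm, 0.455 in oocytes and 0.314 to 0.407 in the embryos. Embryos thus lay on no single side of these windows. Worker embryos alone did not either, with 0.0177 and 0.0226 on GroupUn30, near oocytes, but 0.611 and 0.654 in the window from 12988001, near sperm. The ranges take workers and drones together. According to the paper's methods, drone embryos came from drone combs, as did unfertilized eggs, so that drones need not hold DNA of sperm. The WNT5 regions of Supplementary Fig. S11 had levels of 0.0173 to 0.0239 in sea anemone, 0.0216 to 0.0444 in honey bee and 0.203 to 0.219 in sea urchin.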
